# In Utero Heat Stress Alters the Offspring Epigenome

**DOI:** 10.1038/s41598-018-32975-1

**Published:** 2018-10-02

**Authors:** A. L. Skibiel, F. Peñagaricano, R. Amorín, B. M. Ahmed, G. E. Dahl, J. Laporta

## Abstract

Exposure to intrauterine heat stress during late gestation affects offspring performance into adulthood. However, underlying mechanistic links between thermal insult in fetal life and postnatal outcomes are not completely understood. We examined morphology, DNA methylation, and gene expression of liver and mammary gland for bull calves and heifers that were gestated under maternal conditions of heat stress or cooling (i.e. in utero heat stressed *vs*. in utero cooled calves). Mammary tissue was harvested from dairy heifers during their first lactation and liver from bull calves at birth. The liver of in utero heat stressed bull calves contained more cells and the mammary glands of in utero heat stressed heifers were comprised of smaller alveoli. We identified more than 1,500 CpG sites differently methylated between maternal treatment groups. These CpGs were associated with approximately 400 genes, which play a role in processes, such as *development*, *innate immune defense, cell signaling*, and *transcription and translation*. We also identified over 100 differentially expressed genes in the mammary gland with similar functions. Interestingly, fifty differentially methylated genes were shared by both bull calf liver and heifer mammary gland. Intrauterine heat stress alters the methylation profile of liver and mammary DNA and programs their morphology in postnatal life, which may contribute to the poorer performance of in utero heat stressed calves.

## Introduction

Early life experiences can program physiological function and health and disease outcomes later in life^1,2^. Perturbations in the intrauterine environment, from maternal malnutrition and stress to elevated body temperature during pregnancy, can induce structural and functional changes in the fetus that may persist through adulthood^3–5^. In several species, maternal heat stress (*i.e*. high ambient temperature) during gestation affects the growth and physiology of the developing young^6–8^. In dairy cattle, calves born to cows exposed to high ambient temperature during late gestation are lighter and shorter at birth and through puberty, have higher morbidity associated with depressed immune competence, and exhibit alterations in energy metabolism and reproductive physiology compared to those born to cows that were actively cooled^6,9–13^. Moreover, the in utero heat stressed female calves (*i.e*. heifers) produce significantly less milk during their first lactation, approximately two years after the developmental insult^10^.

Late gestation is characterized by enhanced muscle growth and fat deposition that contribute to rapid fetal weight gain^14^. In fact, 60% of calf birth weight is attained during the last 2 months of gestation^15^ and, during this time, organs undergo functional maturation in preparation for sustaining life outside the womb^16^. The liver and mammary gland are key organs mediating in utero heat stress effects on physiology and performance in dairy cattle^17,18^. Development of the mammary gland begins in the conceptus and although there is little formation of mammary parenchymal tissue in utero, the rudimentary ductal system upon which the functional alveoli will later form, develops prior to birth^19,20^. The liver is a key metabolic organ, orchestrating carbohydrate, lipid, and amino acid homeostasis to support the energetic demands of growth, maintenance, and production. Moreover, the liver is recognized as an important immune organ^21–23^.

The mechanisms through which in utero heat stress in late gestation affects postnatal liver and mammary function have yet to be elucidated, but could be attributed, in part, to impairment of tissue growth during the organ maturation stage of fetal development. Insults during late gestation can depress cell proliferation in tissues thereby reducing cell number and stunting tissue growth^24,25^. Ahmed *et al*.^26^ reported lower liver weight among in utero heat stressed bull calves at birth. Furthermore, acute exposure to high temperatures in mice induced hepatocyte apoptosis and reduced cell proliferation^27^. In rats, the density of hepatocytes increased concurrent with the number of consecutive days of heat stress exposure, despite general hepatic degeneration^28^. In terms of mammary development, exposure of multiparous dry cows to heat stress depressed mammary epithelial cell proliferation, potentially reducing the total number of cells in the mammary gland capable of producing milk^18^.

Influences of the early life environment on phenotypic variation can be mediated by epigenetic modifications that regulate gene expression. The most stable and well-studied epigenetic mark is DNA methylation. In mammals, methylation occurs predominately at CpG dinucleotides^29^ that can be methylated or demethylated by developmental signals or environmental cues^30,31^. Aberrant methylation patterns occurring during early development may be maintained throughout the life of the animal and permanently alter tissue-specific gene expression and function^32^. The liver and mammary gland are regulated by epigenetic mechanisms that may be altered by heat stress. Milk synthesis and mammary development are regulated by epigenetic processes in the dairy cow^33,34^; global DNA methylation within mammary epithelial cells appears to play a role in mammary cell differentiation and maintenance^33^. In the lactating cow, remethylation of the typically hypomethylated casein gene promoter drastically reduces casein mRNA expression and milk protein synthesis during acute udder infection^35^. DNA methylation also plays an integral role in hepatic differentiation and hepatocyte proliferation^36^. Subjecting male guinea pigs to chronic heat stress alters DNA methylation patterns in the liver of both the F_0_ and F_1_ generations^37^. However, the mechanistic links between developmental insult and mammary and liver function have yet to be fully elucidated. Our hypothesis is that in utero heat stress drives changes in phenotype by altered DNA methylation of key regulatory gene pathways in the liver and mammary gland. Specific objectives of this study were to, 1) examine effects of fetal exposure to intrauterine heat stress during late gestation on the postnatal mammary gland and liver tissue microstructure and, 2) to characterize changes in DNA methylation and gene expression that may explain the observed phenotypic outcomes.

## Results

### Liver and mammary gland histology

The liver of in utero heat stressed bull calves (IUHT-B) contained significantly more cells than the liver of in utero cooled bull calves (IUCL-B; 792.2 ± 20.5 vs. 634 ± 62.4, respectively; *t* = 2.41, *df* = 8, *P* = 0.04; Fig. 1A,B). The mammary glands of in utero heat stressed heifers (IUHT-H) and in utero cooled heifers (IUCL-H) had a similar number of alveoli (*t* = 0.95, *df* = 5, *P* = 0.38), but the area of IUCL-H alveoli was significantly larger than IUHT-H (*t* = 2.61, *df* = 5, *P* = 0.05; Fig. 1C–E).

**Figure 1:**
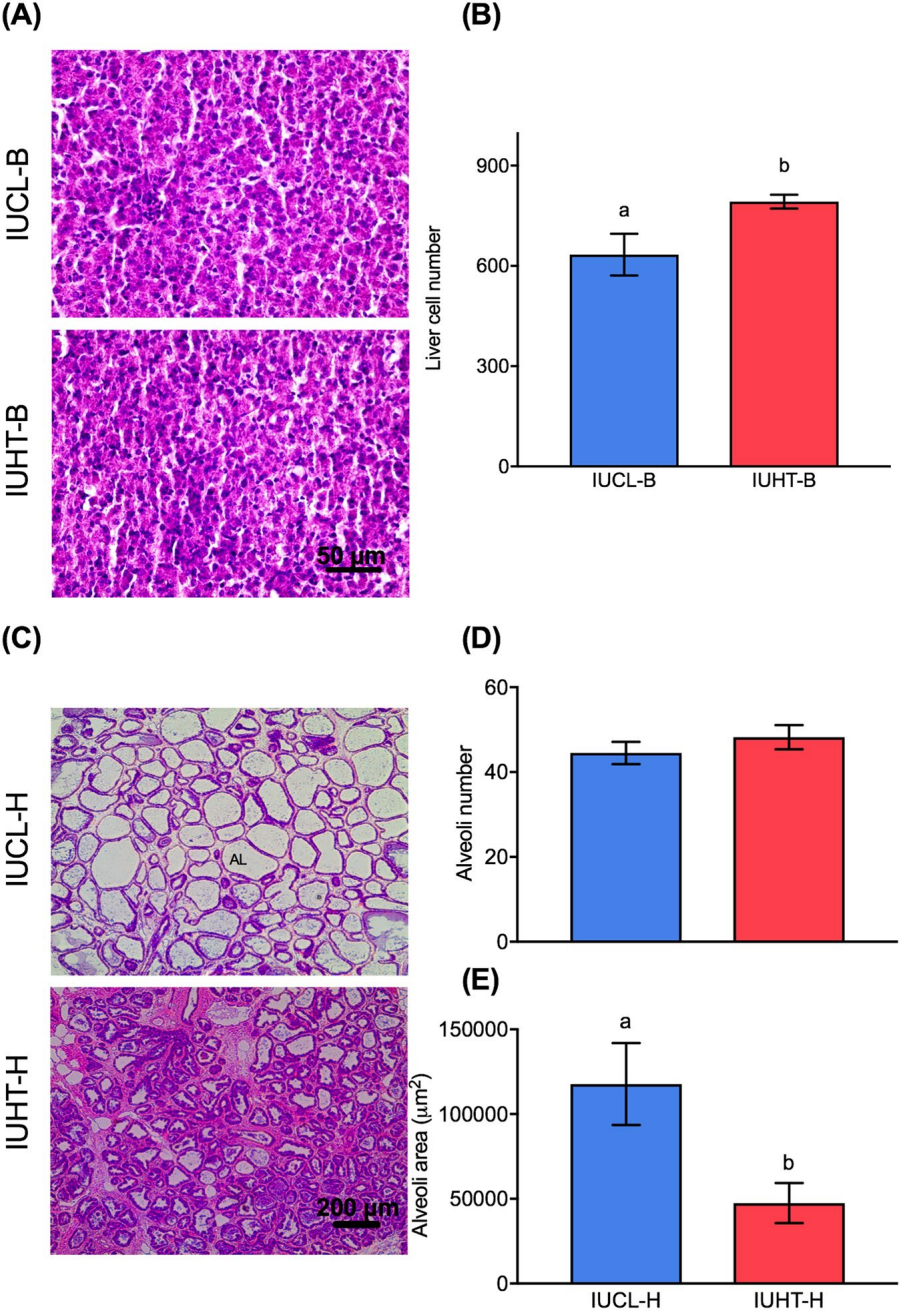
Histological evaluation of liver and mammary gland tissue. Liver was collected from in utero heat stressed (IUHT-B) and in utero cooled (IUCL-B) bull calves at birth. Mammary tissue was collected from in utero heat stressed (IUHT-H) and in utero cooled (IUCL-H) heifers at 21 days into their first lactation. (**A**) Photomicrograph of hematoxylin and eosion (H&E) stained liver tissue at 40x. (**B**) Difference in the number of liver cells between IUHT-B and IUCL-B. The liver of IUHT-B contained more cells than the liver of IUCL-B (*P* = 0.04). (**C**) Photomicrograph of H&E stained mammary tissue at 20x. AL = alveolar lumen. (**D**) Difference in the number of alveoli in the mammary glands of IUHT-H and IUCL-H. Alveoli number was similar between treatment groups (*P* = 0.38). (**E**) Difference in area of alveoli in the mammary glands of IUHT-H and IUCL-H. Alveoli area was larger for IUCL-H relative to IUHT-H (*P* = 0.05). Data are presented as mean ± SEM. Different letters indicate a statistically significant difference.

### Differentially methylated genes and gene set enrichment analysis

#### Bull calf liver

In liver tissue of IUCL-B, 421 million cytosines were identified in the CpG context and 78.1% of those cytosines were methylated. For IUHT-B, there were 243 million cytosines in the CpG context, 79.5% of which were methylated. Based on our cut-off criteria of ≥15% methylation difference and *q*-value ≤ 20%, there were 1,277 differentially methylated cytosines (DMCs) between IUCL-B and IUHT-B. Principal component analysis based on DMCs showed clear separation into in utero heat stressed and in utero cooled groups (Supplementary Fig. S1). Location of DMCs were identified as within a gene (intron or exon), within 20 Kb upstream of the transcription start site of a gene, or within 20 Kb downstream of the gene end. DMCs beyond 20 KB upstream or downstream of the gene were considered to be in the intergenic region. The majority of DMCs resided in the intergenic regions (n = 744), but a substantial number were associated with other genomic features (Fig. 2A). Of the 153 DMCs within 20 Kb upstream of the transcription start site, 68 are within 10 Kb upstream and 35 were within 5 Kb upstream. Of the 208 DMCs downstream of the gene end, 152 were within 10 Kb downstream and 91 were within 5 Kb downstream. The 1,277 DMCs comprised 239 differentially methylated genes (DMGs) that were distributed across most of the bovine chromosomes (Fig. 2C, Supplementary Table S1). DMGs included 16 non-coding RNAs, 38 encoding rRNAs (30 code for 5S rRNA and 8 code for 5.8S rRNA), and 43 novel bovine genes. Seven of the novel bovine genes are pseudogenes and the rest are protein-coding genes. A few interesting DMGs between IUHT-B and IUCL-B liver are advanced glycosylation end-product specific receptor (*AGER*), mediator complex subunit 1 (*MED1*), and BCL2 associated athanogene 1 (*BAG1*).

**Figure 2:**
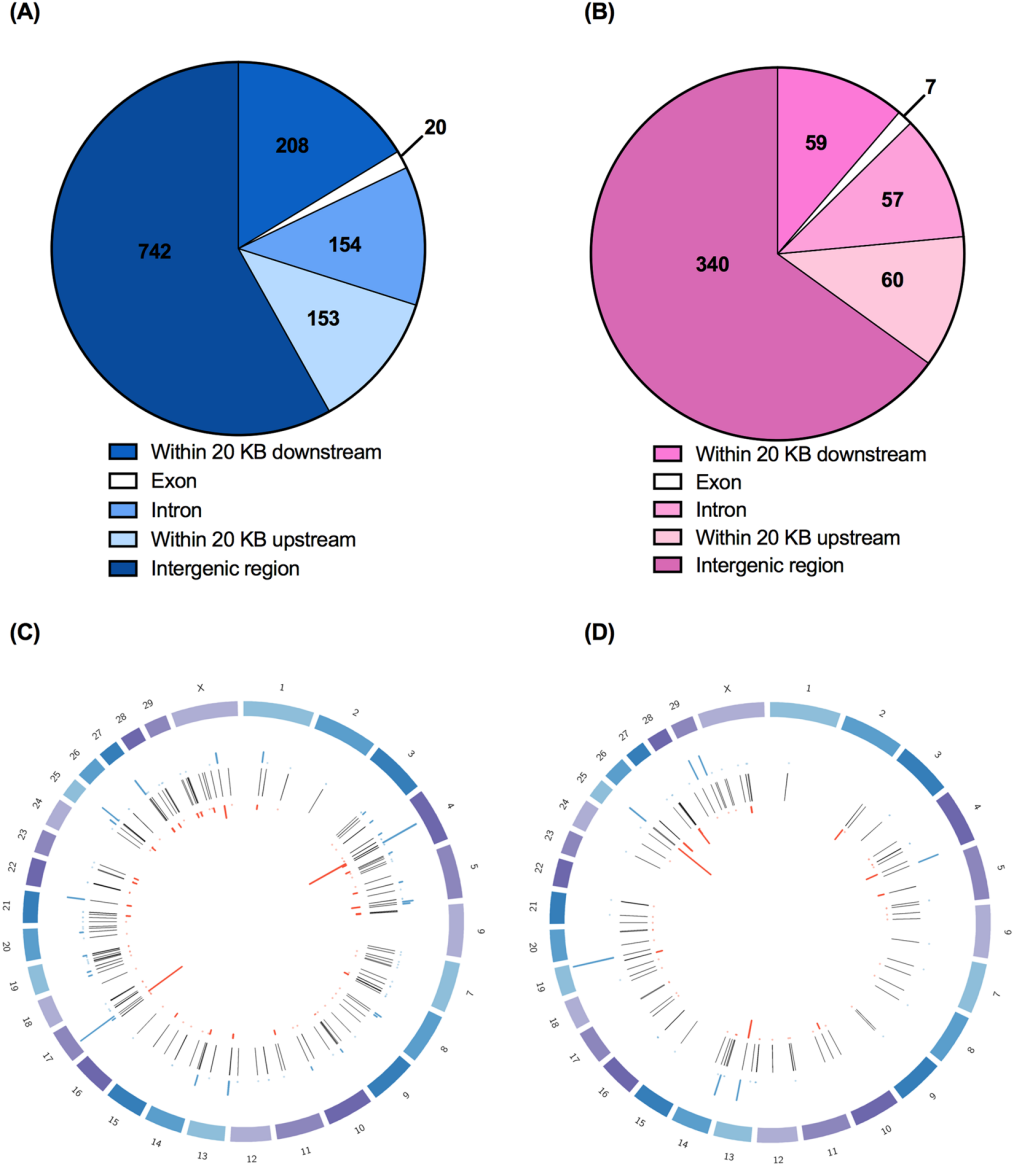
Genomic locations of differentially methylated cytosines (DMCs) and genes (DMGs). Liver tissue was collected from in utero heat stressed (IUHT-B) and in utero cooled (IUCL-B) bull calves at birth. Mammary tissue was collected from in utero heat stressed (IUHT-H) and in utero cooled (IUCL-H) heifers at 21 days into their first lactation. (**A**) Genomic locations of DMCs for bull calf liver; (**B**) Genomic locations of DMCs for heifer mammary gland. Cut-off criteria for defining DMCs was 15% methylation difference between treatment groups and *q*-value < 0.2. DMCs were located within 20 KB upstream of the transcription start site of a gene, within introns, within exons, or within 20 KB downstream of the gene end. DMCs more than 20 KB upstream or more than 20 KB downstream of a gene were considered to reside in the intergenic region. (**C**) Chromosomal location of DMGs and DMCs for bull calf liver; (**D**) Chromosomal location of DMGs and DMCs for heifer mammary gland. Outer circle represents the chromosomes where DMCs and DMGs are located. The middle circle of black bars represents DMGs. DMGs contain at least 1 DMC. The red and blue bars indicate cytosines that are hypo-and hypermethylated in the heat stressed group relative to the cooled group, respectively. Height of the bars corresponds to the number of DMCs.

Based on enrichment analyses, the significant pathways and functions for DMGs included *transcription, immune function, cell signaling, enzyme activity, cell cycle*, and *development* (Table 1). Among DMGs in these pathways, some genes contained cytosines that were hypomethylated in IUHT-B compared to IUCL-B, some only hypermethylated cytosines, and some contained both hypo- and hypermethylated cytosines (Fig. 3, Supplementary Table S2). For example, there were 3 DMCs upstream of the *AGER* gene; 1 DMC was hypermethylated whereas 2 cytosines were hypomethylated in the liver of IUHT-B relative to IUCL-B.

**Table 1:** Significant pathways, biological functions, and molecular processes of differentially methylated genes in the liver of in utero heat stressed (IUHT-B) compared to in utero cooled bull calves (IUCL-B).

Pathways and functions	Genes in pathway	Differentially methylated genes	*P*-value
Transcription factors	188	*PTPRG, NOVEL GENE 1, NOVEL GENE 2, SYNPR, PDE5A*	0.03
Immunologic receptors	48	*AGER, PRKCA, SYNPR, PTPRG*	<0.001
Positive regulation of MAPK cascade	105	*PDE5A, HTR2A, PLCB1, PRKCA*	0.02
Calcium signaling pathway	163	*HTR2A, PHKA1, PLCB1, PRKCA*	*0.07*
Gap junction	83	*PRKCA, PLCB1, HTR2A*	0.04
Regulation of nucleotide metabolic process	62	*PRKCA, HTR2A, PDE5A*	0.02
Fat cell differentiation	57	*NR4A1, PLCB1, HTR2A*	0.02
Cell cycle proteins	67	*FANCC, WRN, NOVEL GENE 2*	0.02
ABC transporters	41	*ABCA6, ABCA10*	*0.06*
Positive regulation of glycoprotein biosynthetic pathway	6	*PLCB1, ARFGEF1*	0.001
Protein heterooligomerization	13	*CBR4, CLDN3*	0.007
Mesoderm development	20	*MEST, NOVEL GENE 2*	0.02
Phosphoric diester hydrolase activity	32	*PLCB1, PDE5A*	0.04
Major histocompatibility complex	20	*AGER, PBX2*	0.01
Zinc fingers	33	*SYNPR, PTPRG*	0.03
RNA splicing	37	*PRKCA, NOVEL GENE 2*	0.04
Sodium-hydrogen antiporter	8	*PLCB1, SLC16A7*	0.002
Phosphatidylinositols	12	*PLCB1, HTR2A*	0.005
Urokinase-type plasminogen activator	15	*PLAT, FLT4*	0.008
Type C phospholipase	23	*PLCB1, AGER*	0.02
Interleukin-8	29	*SYNPR, PTPRG*	0.03

Note: Enrichment analysis of differentially methylated genes was achieved through the Kyoto Encyclopedia for Genes and Genomes (KEGG) database, Medical Subject Headings (MeSH) database, and Gene Ontology Consortium database. *P*-values are derived from Fisher’s exact tests and indicate significance of enrichment. Italics indicate tendency for enrichment.

**Figure 3:**
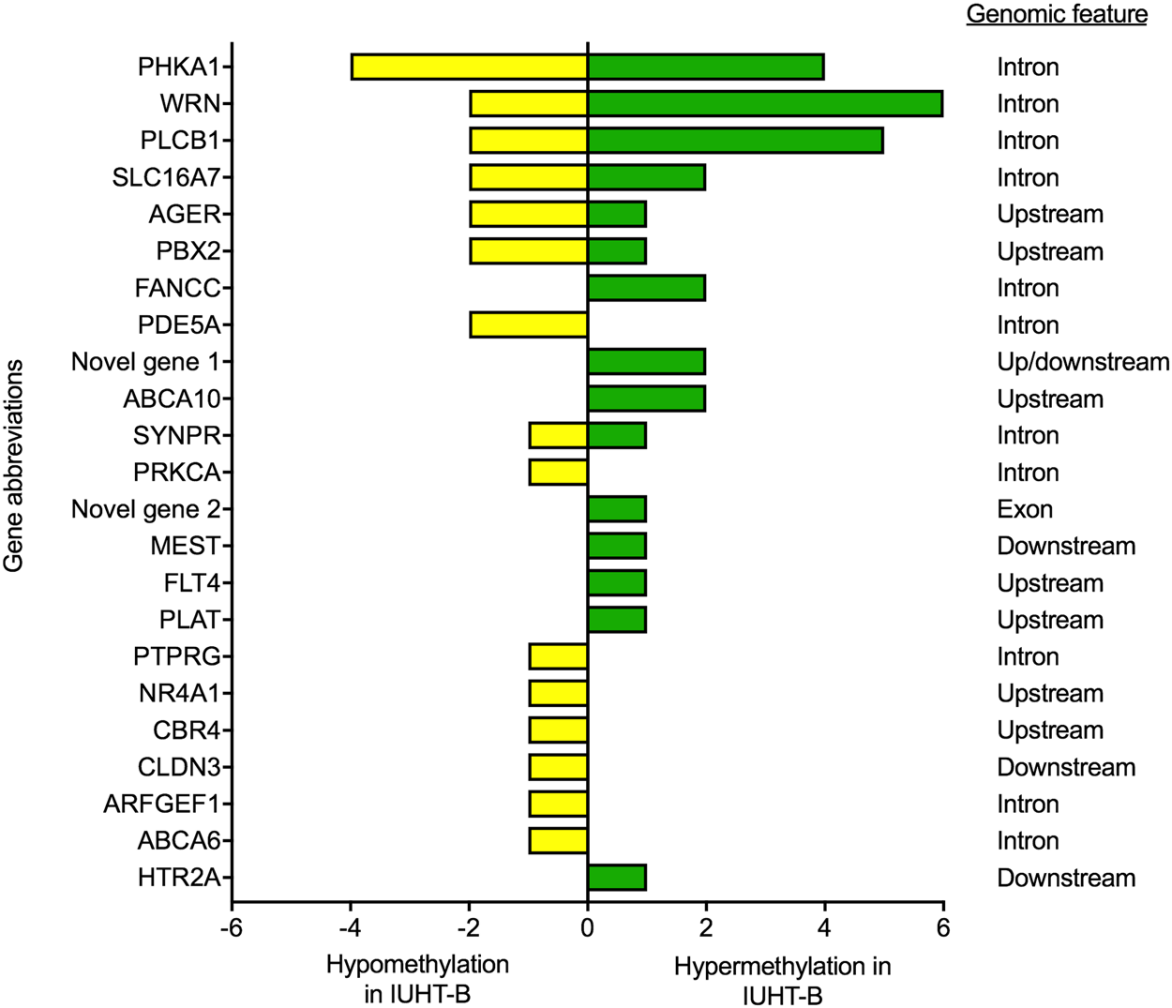
Number and direction of differentially methylated cytosines (DMCs) corresponding to differentially methylated genes (DMGs) in the liver of in utero heat stressed (IUHT-B) compared to in utero cooled (IUCL-B) bull calves. DMGs are of the significant pathways and biological functions (from Table 1), identified through enrichment analysis. Hypomethylated cytosines are indicated by the yellow bars. Green bars denote hypermethylated cytosines. Hypo- or hypermethylation of cytosines refers to the in utero heat stressed group relative to the in utero cooled group.

#### Heifer mammary gland

We observed 245 million and 237 million cytosines in CpG enriched areas of mammary DNA for IUCL-H and IUHT-H groups, respectively. The percent of cytosine methylation at CpGs was similar between IUCL-H and IUHT-H (IUCL-H, 74.1%; IUHT-H, 74.8%). There were 523 DMCs between treatment groups (methylation difference ≥15%, *q*-value ≤ 20%). Principle components analysis showed a slight separation between IUCL-H and IUHT-H groups (Supplementary Fig. S1). DMCs were found within the gene body, and upstream or downstream of the gene, but mostly occurred in the intergenic regions (n = 340; Fig. 2B). Of the 60 DMCs within 20 Kb upstream of the transcription start site, 34 were within 10 Kb upstream and 17 were within 5 Kb upstream. Of the 59 DMCs downstream of the gene end, 40 were within 10 Kb downstream and 18 were within 5 Kb downstream. The 523 DMCs corresponded to 135 DMGs spread across the genome (Fig. 2D, Supplementary Table S1), including 7 non-coding RNAs, 19 genes for 5S rRNA, 8 genes for 5.8S rRNA, and 23 novel bovine genes. Three of the novel genes are non-coding RNAs, 4 are pseudogenes, and 16 are protein coding. A few interesting DMGs between IUHT-H and IUCL-H mammary gland were cGMP dependent protein kinase 1 (*PRKG1*), phospholipase C beta 1 (*PLCB1*), and tripartite motif genes (*TRIM 28* and *TRIM 37*). Significant pathways and biological functions identified through enrichment analysis included *protein binding, phosphorylation, enzyme and cell activation*, and *cell signaling* (Table 2). DMGs within these pathways varied in the number of DMCs they contained and the direction of methylation difference (Fig. 4, Supplementary Table S2).

**Table 2:** Significant pathways, biological functions, and molecular processes of differentially methylated genes in the mammary gland of in utero heat stressed (IUHT-H) versus in utero cooled heifers (IUCL-H).

Pathways and functions	Genes in pathway	Differentially methylated genes	*P*-value
Protein binding	625	*ASAP1, C14orf2, PDE5A, PI4KA, PRKG1, WRN, MEGF8, NOVEL GENE 3*	0.006
Phosphorylation	351	*PDE5A, PRKG1, ASAP1, MPZL1, PTK2*	0.02
Enzyme activation	273	*PRKG1, PTK2, ASAP1, PLCB1*	0.03
Cell activation	177	*PLCB1, PRKG1, SKAP2, PDE5A*	0.02
Hydrolase activity, acting on ester bonds	243	*AGO2, PNPLA2, PLCB1, PDE5A*	0.04
Inositol phosphate metabolism	54	*PLCB1, PIK4A, OCRL*	0.003
Tyrosine	88	*MPZL1, PTK2, NDUFS8*	0.007
Adenosine triphosphate	120	*C14orf2, PRKG1, WRN*	0.01
Ligase activity	111	*TRIM2, UBE2M, RARS*	0.02
Regulation of GTPase activity	112	*ASAP1, PLCB1, PRKG1*	0.02
Notch signaling pathway	39	*DTX2, DTX3*	0.02
Gap junction	83	*PLCB1, PRKG1*	*0.08*
Negative regulation of cell-cell adhesion	19	*PDE5A, PRKG1*	0.005
Regulation of translational initiation	31	*AGO2, GLE1*	0.01
cGMP binding	10	*PDE5A, PRKG1*	0.001
Lipase activity	29	*PLCB1, PNPLA2*	0.01
Allosteric site	16	*PDE5A, PRKG1*	0.002
Src homology domains	17	*MPZL1, ASAP1*	0.002
Cation transport proteins	21	*PLCB1, MEGF8*	0.004
Phosphotyrosine	25	*PTK2, ASAP1*	0.005
Phosphoric diester hydrolases	26	*GPCPD1, PDE5A*	0.006
Src-family kinases	34	*PTK2, ASAP1*	0.01
Cyclic GMP	39	*PDE5A, PRKG1*	0.01
Calcium channels	43	*PLCB1, PRKG1*	0.02

Note: Enrichment analysis of differentially methylated genes was achieved through the Kyoto Encyclopedia for Genes and Genomes (KEGG) database, Medical Subject Headings (MeSH) database, and Gene Ontology Consortium database. *P*-values are derived from Fisher’s exact tests and indicate significance of enrichment. Italics indicate tendency for enrichment.

**Figure 4:**
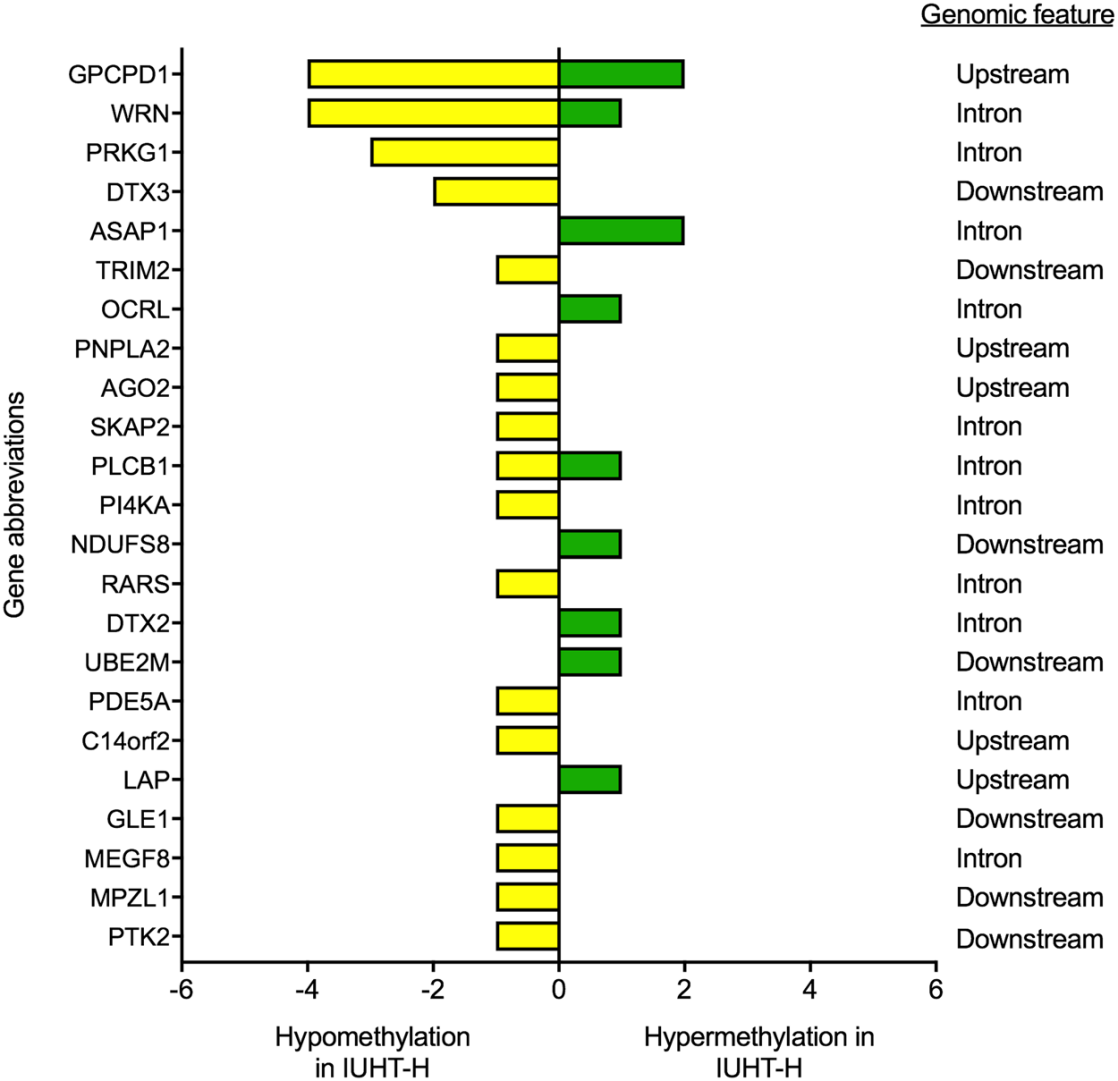
Number and direction of differentially methylated cytosines (DMCs) corresponding to differentially methylated genes (DMGs) in the mammary gland of in utero heat stressed (IUHT-H) compared to in utero cooled (IUCL-H) heifers. DMGs are of the significant pathways and biological functions (from Table 2), identified through enrichment analysis. Hypomethylated cytosines are indicated by the yellow bars. Green bars denote hypermethylated cytosines. Hypo- or hypermethylation of cytosines refers to the in utero heat stressed group relative to the in utero cooled group.

### Shared DMGs between bull calf liver and heifer mammary tissue

There were 50 common genes that were differentially methylated both between IUHT-B and IUCL-B and between IUHT-H and IUHT-CL (Fig. 5). Functions of the DMGs included mitochondrial function and oxidative defense (*IMMP2L*, *C14orf2*), DNA repair (*WRN*), cell signaling (*PLCB1*, *PDE5A*), transcription (*CUX1*, *ZNF395*, *MED1*), intracellular transport (*KIF19*, *HOOK1*), and cell adhesion and migration (*UNC5D*, *KIRREL3*). Additionally, 12 of the shared DMGs code for 5S rRNA, 8 code for 5.8S rRNA, and 10 are novel bovine genes (Supplementary Table S3). Of the novel bovine genes, 8 are protein-coding genes and 2 are pseudogenes.

**Figure 5:**
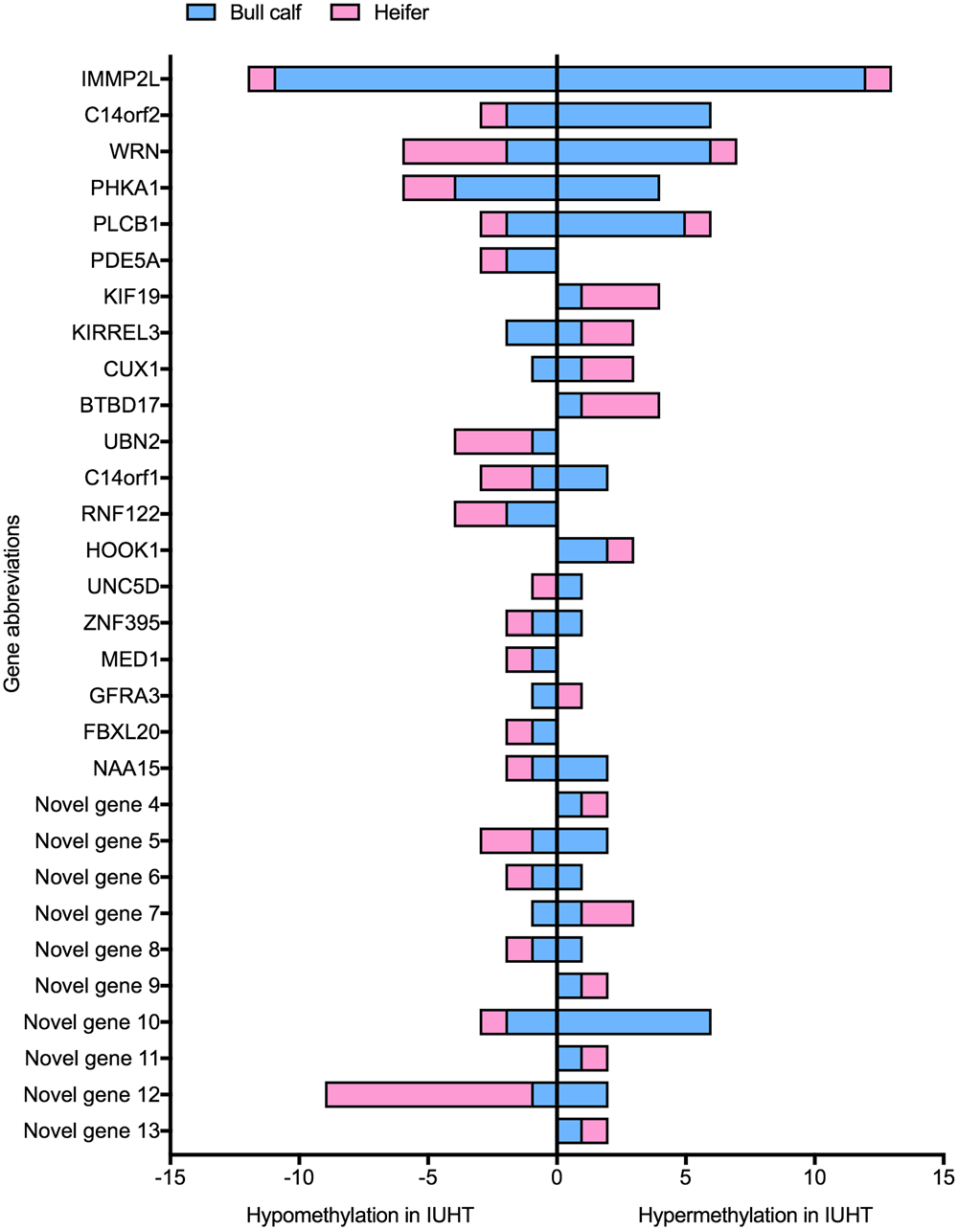
Number and direction of differentially methylated cytosines (DMCs) corresponding to 30 shared differentially methylated genes (DMGs) between liver and mammary gland tissue. Liver was collected from in utero heat stressed (IUHT-B) and in utero cooled (IUCL-B) bull calves at birth. Mammary tissue was collected from in utero heat stressed (IUHT-H) and in utero cooled (IUCL-H) heifers at 21 days into their first lactation. Methylation comparison was made between IUHT and IUCL groups for bull calves and heifers separately. Hypo- or hypermethylation of cytosines refers to IUHT relative to IUCL. Pink bars denote heifer mammary gland, blue bars indicate bull calf liver. Novel genes are genes that have not yet been characterized in the bovine genome. In addition to the 30 shared DMGs shown here, there were an additional 20 shared DMGs that code for rRNAs.

### Differentially expressed genes and gene set enrichment analysis

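Gene expression was measured by RNA sequencing of mammary biopsies taken at 21 days into the first lactation from heifers whose dams were either heat stressed (IUHT-H) or cooled (IUCL-H) during about the last 46 days of gestation. The files analysed here hold 3 IUHT-H (heifers 9196, 9203 and 9204) and 3 IUCL-H (heifers 9202, 9214 and 9223). The paper gives 3 IUHT-H and 4 IUCL-H, and the fourth IUCL-H is not in the files analysed here. For the 106 genes of Supplementary Table S4 that were tested, the log2 fold changes matched the paper's values to within 0.06. This match argues against the fourth IUCL-H having entered the fit behind that table. The authors mapped the reads to the bovine genome with Tophat and deposited, for each heifer, the number of reads counted on each of 24579 Ensembl genes, without normalization. The program that counted the reads is not stated. The total count per heifer was 91696849, 101361294 and 96982534 in IUCL-H 9202, 9214 and 9223, and 75754791, 80164187 and 84969285 in IUHT-H 9196, 9203 and 9204. All 3 IUHT-H totals were therefore below all 3 IUCL-H totals, with medians of 80164187 and 96982534 counts. The 10 genes with the most counts took between 64.7% and 74.7% of the counts of a heifer, so the other genes were measured at a smaller depth than the totals alone give. At these totals, 3 counts correspond to between 0.03 and 0.04 CPM (counts scaled by library size). Counts were normalized with edgeR's TMM method (factors from 0.812 to 1.189), genes with too few counts were left out with edgeR's filterByExpr function, and IUHT-H and IUCL-H were compared with edgeR's quasi-likelihood test. The paper used edgeR with a P-value cut-off of 0.01 and does not name the edgeR test, so the exact and likelihood ratio tests were run as alternatives. Genes are listed in the files by Ensembl identifier only, and gene names were taken from Supplementary Tables S2 and S4.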

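The filter on low counts kept 14724 of the 24579 genes, and 19443 genes had at least 1 count in the 6 heifers together. At the paper's cut-off of P ≤ 0.01, 63 genes were differentially expressed in the quasi-likelihood test, 42 upregulated and 21 downregulated in IUHT-H relative to IUCL-H. In 58 of these 63 genes, the 3 IUHT-H values all lay on one side of the 3 IUCL-H values. The log2 fold changes ranged from 0.57 to 7.06 (median 1.42) among the upregulated genes and from -4.88 to -0.42 (median -0.79) among the downregulated genes. No gene had an adjusted p-value below 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.077. Of the 117 genes of Supplementary Table S4, 106 passed the filter; all 106 changed in the direction the table gives, and 62 of them were past the paper's cut-off. The other 11 had at most 200 counts in any heifer. The table was drawn from the same heifers, so the shared direction of the 106 genes is not independent support. The number of genes at P ≤ 0.01 rose to 107 with edgeR's exact test, to 112 with its likelihood ratio test and to 124 with DESeq2. If P-values were spread evenly, 147 of the 14724 genes would pass this cut-off, more than any test gave with all 6 heifers. When each heifer was left out in turn, the number from the quasi-likelihood test ranged from 38 to 246.

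**Figure D1:**
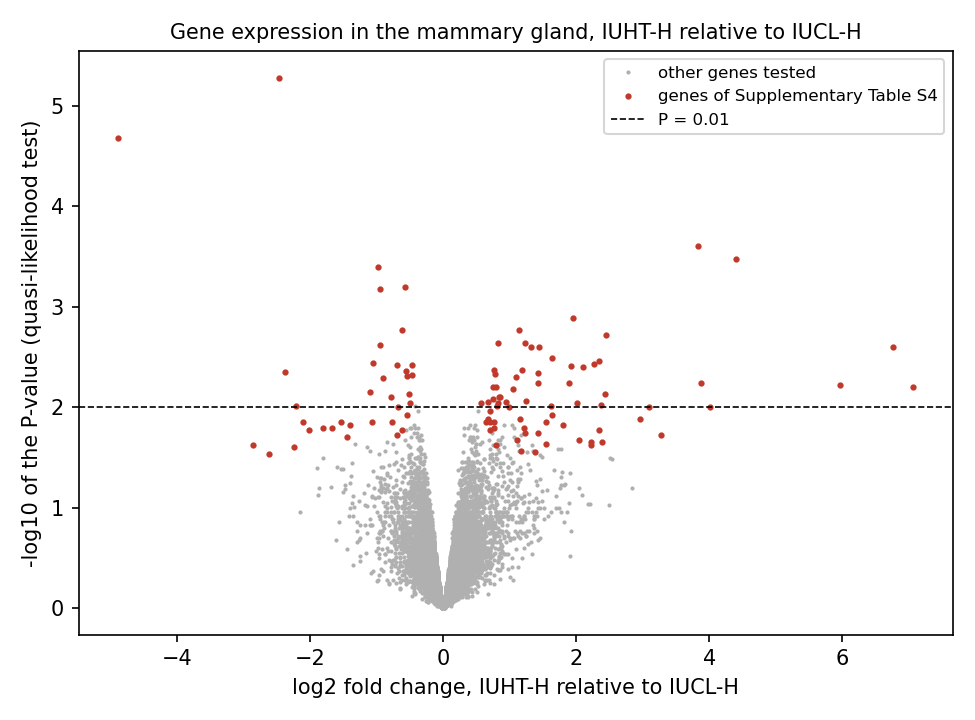
Log2 fold change of each gene in IUHT-H relative to IUCL-H (horizontal axis) against the -log10 of its P-value from edgeR's quasi-likelihood test (vertical axis), for the 14724 genes tested, with the genes of Supplementary Table S4 in red and a dashed line at the cut-off of 0.01. The 63 genes on or above the line include 62 genes of the table, and the table's other genes that were tested all lie below it with P-values under 0.05.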

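Among the genes past the paper's cut-off with no overlap between the 3 IUHT-H and the 3 IUCL-H values and a mean of at least 1 CPM in one group, the largest decrease was in BOLA (ENSBTAG00000022590), a gene of the bovine leukocyte antigen complex, with 18.4 ± 5.24 CPM in IUHT-H and 101.4 ± 16 CPM in IUCL-H (SD, n = 3 per group). Its log2 fold change was -2.46 (standard error 0.23, adjusted p = 0.077 from edgeR's quasi-likelihood test), the smallest adjusted p-value of all genes. LOC508879 (log2 fold change -1.1), MAPK4 (-1.06), NR3C2 (-0.98) and LRP8 (-0.95) followed. NR3C2, the gene of the mineralocorticoid receptor, had 12 ± 0.99 CPM in IUHT-H and 23.7 ± 4.91 CPM in IUCL-H (SD, n = 3 per group). The largest increase was in CCDC184 (ENSBTAG00000002390), with 10.4, 17.7 and 51.9 CPM in IUHT-H 9196, 9203 and 9204 against 2.44, 2 and 1.14 CPM in the 3 IUCL-H, a log2 fold change of 3.83 (standard error 0.61). The next largest were JSP.1 (2.45), PTGDS (2.34), the unnamed gene ENSBTAG00000047121 (2.27) and the unnamed gene ENSBTAG00000046161 (2.11). The gene of prostaglandin D synthase, PTGDS, reached 483.9 ± 345.3 CPM in IUHT-H against 95.9 ± 45.5 CPM in IUCL-H (SD, n = 3 per group). Apart from BOLA, these 10 genes had adjusted p-values of 1 in edgeR's quasi-likelihood test. BOLA and JSP.1 belong to a family of closely related genes, and reads shared between its members could have been assigned to either, so their counts are uncertain. When each heifer was left out in turn, the log2 fold change of BOLA stayed between -2.69 and -2.27, and that of CCDC184 between 2.91 and 4.22.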

We identified 15,366 genes expressed in the mammary gland of heifers, 117 of which were differentially expressed between IUHT-H and IUCL-H (*P* ≤ 0.01; Supplementary Table S4). 

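The functions were assigned in the paper by enrichment of Gene Ontology terms, which needs a gene annotation that is not in the files analysed here. The expression behind them can be followed through the 21 genes that the paper's discussion names for superoxide metabolism, development, the phosphoinositide pathway, zinc finger proteins and immunity. Of these 21 genes, 18 had a higher and 3 a lower mean in IUHT-H than in IUCL-H, and in 17 the 3 IUHT-H values did not overlap the 3 IUCL-H values. The paper named these genes because they differed in the same heifers, so neither count is independent support for their change. The filter on low counts kept 18 of the 21, and 11 of these were past the paper's cut-off in edgeR's quasi-likelihood test. All 18 passed it in the likelihood ratio test, and between 3 and 14 of the 21 did so when each heifer was left out in turn. From its enrichment over all DEGs, the paper lists immunity, metabolism, cell signaling and development among their major functions.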

Major functions of the differentially methylated genes (DEGs) included immunity, metabolism, cell signaling, and development (Supplementary Table S5). One of the DEGs is a non-coding RNA and 16 are novel bovine genes. 

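The non-coding RNA, listed as RF00282 (ENSBTAG00000043151), was detected at a low level and did not pass the filter on low counts. In a fit with every gene that had at least 1 count, it had 0.0156 ± 0.0052 CPM in IUHT-H and 0.147 ± 0.0762 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of -3.11 (standard error 0.78). In IUHT-H, these values are below the 0.03 to 0.04 CPM that 3 counts correspond to. Of the 16 genes without a name in Supplementary Table S4, 15 passed the filter. Their log2 fold changes ranged from -2.61 to 6.77, with 14 upregulated and 1 downregulated in IUHT-H, and 8 were past the paper's cut-off in edgeR's quasi-likelihood test. The 3 IUHT-H values were separate from the 3 IUCL-H values in 8 of the 15. The most abundant, ENSBTAG00000047700, had 201.2 ± 97.7 CPM in IUHT-H and 52 ± 13.3 CPM in IUCL-H (SD, n = 3 per group), with a log2 fold change of 1.95 (standard error 0.4). ENSBTAG00000037605 had the largest change, and it was not shared by all IUHT-H. This gene had 24.1 and 46.4 CPM in IUHT-H 9196 and 9204 but 0.224 CPM in IUHT-H 9203, against 0.144 to 0.328 CPM in the 3 IUCL-H.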

Of the novel bovine genes, 15 are protein-coding genes and 1 is a pseudogene.

### Correlation between methylation and gene expression

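Supplementary Table S2 lists 135 differentially methylated genes in the mammary gland with 183 DMCs. It gives the number of hypo- and hypermethylated cytosines of each gene, but the size of each methylation difference cannot be assigned to a gene without an annotation. The correlation was therefore computed between the direction of methylation of each DMC (1 for hyper- and -1 for hypomethylated) and the log2 fold change of its gene, over the 81 genes that passed the filter on low counts in the RNA sequencing of 3 IUHT-H and 3 IUCL-H. These genes carried 117 DMCs, 78 hypo- and 39 hypermethylated. The mean log2 fold change was 0.21 at hypomethylated and 0.06 at hypermethylated DMCs, and Pearson's r across DMCs was -0.16 (permutation test over genes with 100000 resamples, P = 0.16, or 0.47 after Benjamini-Hochberg adjustment over the 4 correlations). In the 33 genes with DMCs in the gene body only, r across 47 DMCs was -0.12 (permutation test, P = 0.47, adjusted P = 0.47). Spearman's correlation was -0.15 over all DMCs and -0.14 in the gene body. These are correlations across genes, and genes measured in the same 6 heifers are not independent replicates. The gene with the most DMCs, ENSBTAG00000047264, has 8 hypomethylated DMCs, of which Supplementary Table S3 places 6 in an intron and 2 upstream, so it was left out of the gene body set. This gene had between 0.0332 and 0.333 CPM in the 6 heifers and a log2 fold change of 1.26 (standard error 0.82). Without it, r over all DMCs was -0.04 (permutation test, P = 0.74). With only the genes above 1 CPM in at least 3 heifers, which also leaves this gene out, r over 90 DMCs was -0.15 (permutation test, P = 0.21). With its 6 intronic DMCs added to the gene body set, a choice made after the data were seen, r in the gene body was -0.28 (permutation test, P = 0.086). From its own correlations, which use the size of each methylation difference, the paper reports a negative relation that was not significant over all DMCs and a tendency in the gene body.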

There was a non-significant negative correlation between change in DNA methylation and change in gene expression between IUHT-H and IUCL-H (*r* = −0.12, *P* = 0.2; Fig. 6A) and a tendency for a significant negative correlation between change in DNA methylation and change in gene expression when only including DMCs located in the gene body (*r* = −0.23, *P* = 0.09; Fig. 6B). 

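For DMCs outside the gene, the direction of methylation was correlated with the log2 fold change of the gene in the same way. Upstream of the gene, r was 0.16 across 32 DMCs of 23 genes (permutation test over genes, P = 0.43, adjusted P = 0.47 over the 4 correlations). Hypermethylated upstream DMCs belonged to genes with a mean log2 fold change of 0.3, and hypomethylated ones to genes with a mean of 0.11. The mean of 0.3 leans on 1 of 8 hypermethylated DMCs, that of ENSBTAG00000046161 with 2.11. The genes of the other hypermethylated DMCs lay between -0.3 and 0.33. The hypomethylated mean also holds 1 large value, from a gene with 1 DMC and a log2 fold change of 1.7 (standard error 0.91). The genes of the other hypomethylated upstream DMCs lay between -0.45 and 0.49. Downstream of the gene, r was -0.18 across 30 DMCs of 24 genes (permutation test over genes, P = 0.44, adjusted P = 0.47). Spearman's correlation was 0.07 upstream and -0.14 downstream. The upstream value changed most with the filter on low counts, to -0.07 for genes with more than 1 CPM in at least 3 heifers and to 0.31 for genes with at least 10 counts in every heifer. Neither correlation was separable from 0 at this number of genes, and the paper reports no significant relationship for these locations.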

There was no significant relationship between differential methylation of DMCs upstream or downstream of the gene and gene expression.

**Figure 6:**
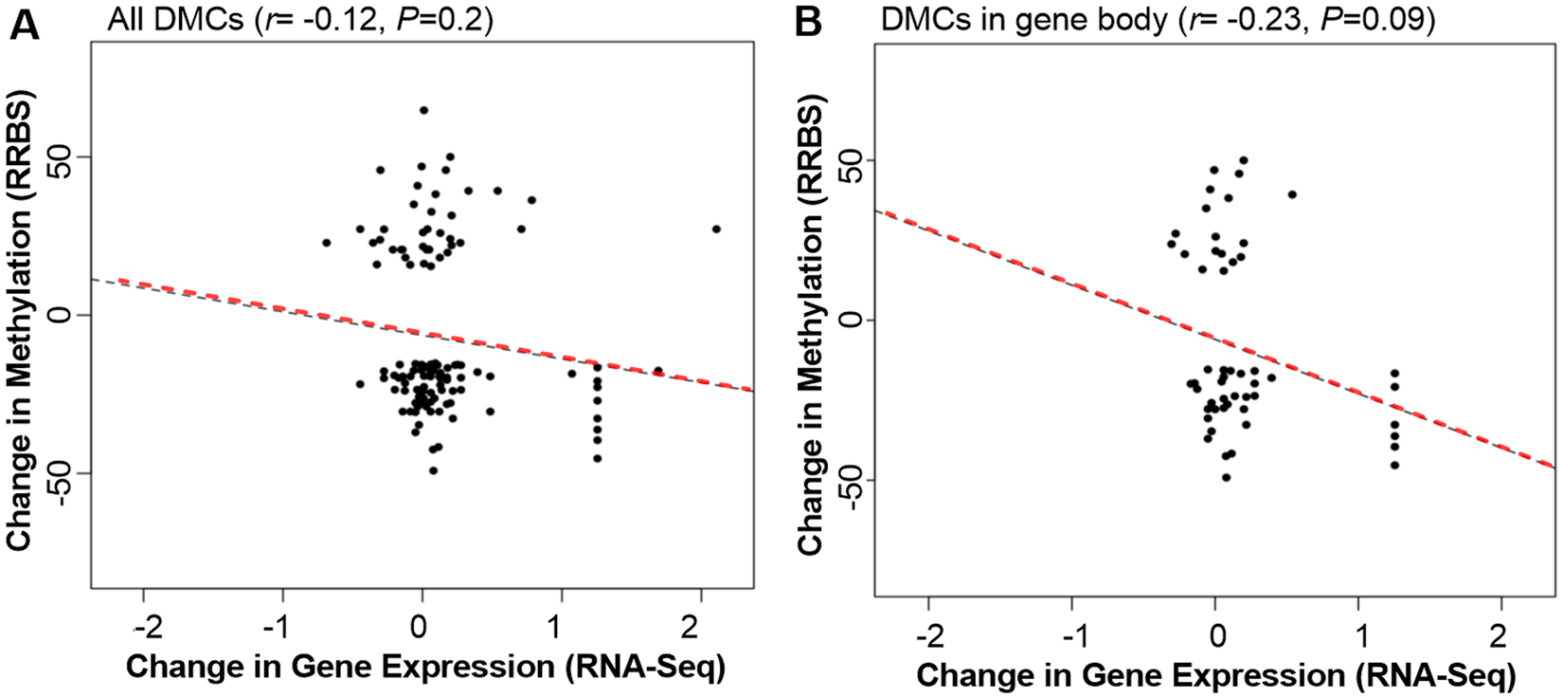
Relationship between differential cytosine methylation and differential gene expression in the mammary gland of in utero heat stressed (IUHT-H) and in utero cooled (IUCL-H) heifers. (**A**) Overall DMCs regardless of their genomic location. There was a non-significant negative correlation between differential methylation and differential gene expression when including DMCs regardless of genomic location (*r* = −0.12, *P* = 0.2). (**B**) Includes only DMCs located in the gene body. There was a tendency for a significant negative correlation between differential methylation and differential gene expression when including only DMCs located in the gene body (*r* = −0.23, *P* = 0.09).

## Discussion

In dairy cattle, exposure of the pregnant cow to environmental heat stress impacts her calf up to at least two years after the insult. In particular, calves born to heat stressed dams have reduced immune function, altered systemic metabolism, and reduced milk production during the first lactation^6,9–13^. The underlying mechanisms responsible for phenotypic effects of in utero heat stress, however, are still unknown. Herein we examined DNA methylation and gene expression changes in the mammary gland as potential mechanisms modulating in utero heat stress effects on offspring. 

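For gene expression, the number of DEGs in the mammary gland depended on the test applied to the same counts of 3 IUHT-H and 3 IUCL-H. At P ≤ 0.01, edgeR's quasi-likelihood test gave 63 genes, its exact test 107 and its likelihood ratio test 112, and DESeq2 gave 124. If P-values were spread evenly, 147 of the 14724 genes tested would pass this cut-off, more than any of these tests gave. With adjusted p-values below 0.05, the same tests gave 0, 9, 11 and 16 genes. The fold changes hardly depended on the test: all 106 genes of Supplementary Table S4 that passed the filter had the direction of the table in each of these 4 fits. The table was drawn from the same heifers and the 4 fits use the same counts, so this agreement is not independent support for the genes. The paper sets its numbers of genes beside earlier reports of heat-induced changes in DNA methylation.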

We identified approximately 400 genes that were differentially methylated and approximately 100 genes that were differentially expressed between in utero heat stressed and in utero cooled cattle, corroborating previous documentation of heat induced changes in DNA methylation. Two paternal imprinted genes in mouse blastocysts were demethylated upon acute exposure to high temperature^38^. Wild guinea pig males exposed to chronic high temperature showed changes in hundreds of methylated regions in the liver after heat exposure^37^. Furthermore, differences in methylation levels in liver and testis were detected in sons conceived before and after paternal exposure to heat, indicative of transgenerational epigenetic inheritance^37^.

Based on the differentially methylated genes in bull calf liver, enrichment analysis revealed several pathways and biological functions potentially epigenetically altered by in utero exposure to heat stress, such as immune function, gene and protein expression, including posttranscriptional and posttranslational modifications, and cell processes. Immune related pathways, functions, and terms included *immunologic receptors*, *major histocompatibility complex*, and *interleukin-8*. The *AGER* gene appears in multiple immune related pathways and encodes a receptor for advanced glycation end products (RAGE), a pattern recognition receptor belonging to the immunoglobulin superfamily^39–41^. RAGE is involved in a number of intracellular signaling pathways that regulate cell functions, such as proliferation, apoptosis, autophagy, cell migration, and inflammation^42^. Binding of certain ligands to RAGE can also generate reactive oxygen species by activation of NADPH oxidase^43^ and results in the cellular depletion of glutathione and ascorbic acid, two important antioxidants^44^, which may contribute to oxidative stress. A recent proteomics analysis of the liver of periparturient cows heat stressed during late gestation found evidence of oxidative stress^17^. In the present study, genes contributing to superoxide metabolism, such as *NOXO1*, *GSTT1*, and *SOD2*, were upregulated in the mammary gland of IUHT-H relative to IUCL-H. Higher levels of pro-inflammatory cytokines have been detected in peripheral blood mononuclear cells of heat stressed pregnant cows and in utero heat stressed calves have higher circulating acute phase proteins, whose production is induced by pro-inflammatory cytokines^45,46^. 

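All 3 genes had a higher mean in the mammary gland of IUHT-H than in IUCL-H. NOXO1 (ENSBTAG00000020369), which encodes an organizer of NADPH oxidase, had 0.645 ± 0.0746 CPM in IUHT-H and 0.281 ± 0.0499 CPM in IUCL-H (SD, n = 3 per group), from 39 to 67 counts and 22 to 34 counts per heifer. Its log2 fold change was 1.19 (standard error 0.3), with a P-value of 0.0043 in edgeR's quasi-likelihood test. The glutathione S-transferase gene GSTT1 (ENSBTAG00000040298) had 5.73 ± 1.8 CPM in IUHT-H and 2.98 ± 0.706 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of 0.94 (standard error 0.27) with a P-value of 0.0089. For both genes, every IUHT-H value was above every IUCL-H value, although IUHT-H 9204 (3.81 CPM of GSTT1) was close to IUCL-H 9214 (3.75 CPM). SOD2 (ENSBTAG00000006523), the mitochondrial superoxide dismutase, had 27.4 ± 7.21 CPM in IUHT-H and 15.9 ± 5.74 CPM in IUCL-H (SD, n = 3 per group). The SOD2 values of the groups overlapped, and its log2 fold change of 0.79 (standard error 0.28) had a P-value of 0.024, above the cut-off of 0.01. In the exact test the P-value of SOD2 was 0.0096. None of the 3 genes passed adjustment for multiple tests (adjusted p = 1 for each in edgeR's quasi-likelihood test). With the library size alone in place of TMM normalization, the log2 fold change was 1.33 for NOXO1 and 1.14 for GSTT1. Their P-values in edgeR's quasi-likelihood test were then 0.015 and 0.011, above the cut-off. The paper reports all 3 genes, which it counts towards superoxide metabolism, as upregulated in IUHT-H, next to evidence of inflammation from other studies.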

Together, these results suggest that altered DNA methylation patterns may contribute to heightened inflammatory responses and oxidative stress among in utero heat stressed cattle.

Several genes involved in chromatin structure and the transcriptional machinery were differentially methylated in the liver of IUHT-B versus IUCL-B, including *MED1* encoding a subunit of a transcription activator^47^, *H2AY* encoding a core histone^48^, and *EPOP*, which regulates chromatin structure at actively transcribed genes^49^. Three genes in the zinc finger gene family, *ZMAT5*, *ZNF608*, and *ZNF395* were differentially methylated in the liver. Many zinc fingers function as transcription factors, binding specific long sequences of DNA to control gene transcription^50–52^. *ZNF395*, specifically, appears to play a role in innate immunity, through a hypoxia-induced inflammatory response and through an antiviral pathway mediated by NF-κB activation. Interestingly, both NF-κB activation and *ZNF395* expression are induced by hypoxia and *ZNF395* is a target gene of HIFα, an integral mediator of the cellular response to hypoxia^53–56^. Heat stress during gestation reduces placental mass and vascularization, leading to lower oxygen and nutrient delivery to the conceptus and intrauterine growth restriction^8,57–59^. Thus, it is conceivable that fetal methylation of *ZNF395* in the liver is altered by heat stress-induced intrauterine hypoxia, which may have implications for innate immune function.

Calves born to dams heat stressed during late gestation had a greater number of cells in the liver relative to those born to cooled dams. Similarly, rats exposed to heat stress over several consecutive days had greater hepatocyte density^28^. Differential methylation of genes involved in apoptosis and proliferation, such as *BAG1* and *PRKCA*^60–63^, may be associated with heat stress-induced effects on tissue and organ growth as organ size is determined by regulation of these cell processes. The weight of several organs, including the liver, was lighter at birth in utero heat stressed bull calves^26^. Given that organ mass is a product of cell number as well as cell mass and the mass of the extracellular compartment^64^, the in utero heat stressed calves likely have smaller cells and/or reduced extracellular matrix. Although hepatocytes account for approximately 80% of liver mass^65,66^, it is unclear if the greater hepatic cell number in heat stressed bull calves in our study is due to the presence of more hepatocytes or other cell populations, such as stellate cells or immune cells.

The majority of pathways and functions of differentially methylated genes in heifer mammary gland were related to protein activity and cell signaling. Terms included *phosphorylation*, *hydrolase activity*, *ligase activity*, *GTPase activity*, *lipase activity*, *enzyme activation*, and *protein binding*. DMGs in these pathways, such as *PRKG1*, *PI4KA*, *PLCB1, ASAP1*, and *PTK2*, regulate a variety of physiological processes involved in mammary morphogenesis and milk synthesis^67–73^. *PRKG1*, *PI4KA*, and *PLCB1* regulate intracellular calcium concentration. Calcium is an essential ion for functions such as milk synthesis, immune activation, cell proliferation, and signal transduction. *PI4KA* and *PLCB1* encode enzymes in phosphoinositol biosynthetic pathways, indirectly affecting intracellular calcium release through formation of inositol 1,4,5-trisphosphate (IP_3_), an integral second messenger^67,68^. PLCB1 also catalyzes the formation of diacylglycerol (DAG), another important second messenger^67^. The phosphoinositide pathway is one pathway mediating the mitogenic activity of PRL in mammary epithelial cells^69^. On the other hand, *PRKG1* encodes cGMP dependent protein kinase 1, an intracellular receptor for cGMP, which negatively regulates the release of intracellular calcium by inhibiting IP_3_-mediated Ca release^70^. Results of RNA sequencing and histological evaluation of the mammary gland lend further support for in utero heat stress effects on these pathways and on mammary development. Cell signaling and protein activity were main functions enriched in our dataset of DEGs and included *hydrolase activity, G-protein couple receptor signaling pathway, signaling receptor binding*, and *phospholipase C activity*. Several genes involved in development and organogenesis (*HOXA9, ELLE3, SFRP1, RIPPLY3*, and *FR2B*) and in the phosphoinositide pathway (*SDCBP2* and *INPP5E*), were upregulated in the mammary gland of IUHT-H compared to IUCL-H. We also found evidence of blunted mammary development associated with in utero heat stress; IUHT-H had significantly smaller mammary alveoli relative to IUCL-H at 21 days into the first lactation. 

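Of the developmental genes, SFRP1 (ENSBTAG00000027625), a secreted regulator of Wnt signaling, was the most abundant, with 27.3 ± 10.4 CPM in IUHT-H and 10.2 ± 4.28 CPM in IUCL-H (SD, n = 3 per group). Its log2 fold change was 1.42 (standard error 0.36, P-value of 0.0046 in edgeR's quasi-likelihood test). HOXA9 had 11.2 ± 0.962 CPM in IUHT-H and 7.21 ± 2.13 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of 0.64 (standard error 0.2, P-value of 0.014). ELL3, which Supplementary Table S4 lists and which is taken here as the ELLE3 of the text, had a log2 fold change of 1.05 (standard error 0.29, P-value of 0.0066). FRZB, taken as the FR2B of the text, had a log2 fold change of 2.38 (standard error 0.7, P-value of 0.0096) at a low level, with 12 to 29 counts in IUHT-H and 1 to 8 counts in IUCL-H. RIPPLY3 had 6 to 18 counts in IUHT-H and 1 to 4 in IUCL-H and did not pass the filter on low counts. In a fit with every gene that had at least 1 count, its log2 fold change was 2.34 (standard error 0.68, P-value of 0.0065). In the phosphoinositide pathway, INPP5E had 3.12 ± 0.422 CPM in IUHT-H and 1.77 ± 0.11 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of 0.82 (standard error 0.19, P-value of 0.0023). SDCBP2 had 0.34 ± 0.0555 and 0.144 ± 0.0557 CPM (SD, n = 3 per group), a log2 fold change of 1.22 (standard error 0.4, P-value of 0.016). In all 7 genes, the 3 IUHT-H values were above the 3 IUCL-H values, but none passed adjustment for multiple tests. The gap was narrow in SFRP1, between 15.5 CPM in IUHT-H 9204 and 15.1 CPM in IUCL-H 9202. It was also narrow in HOXA9, between 10.2 CPM in IUHT-H 9203 and 9.67 CPM in IUCL-H 9202. Leaving out IUCL-H 9202 moved FRZB most, to a log2 fold change of 3.52, and leaving out IUHT-H 9196 lowered it to 1.91.

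**Figure D2:**
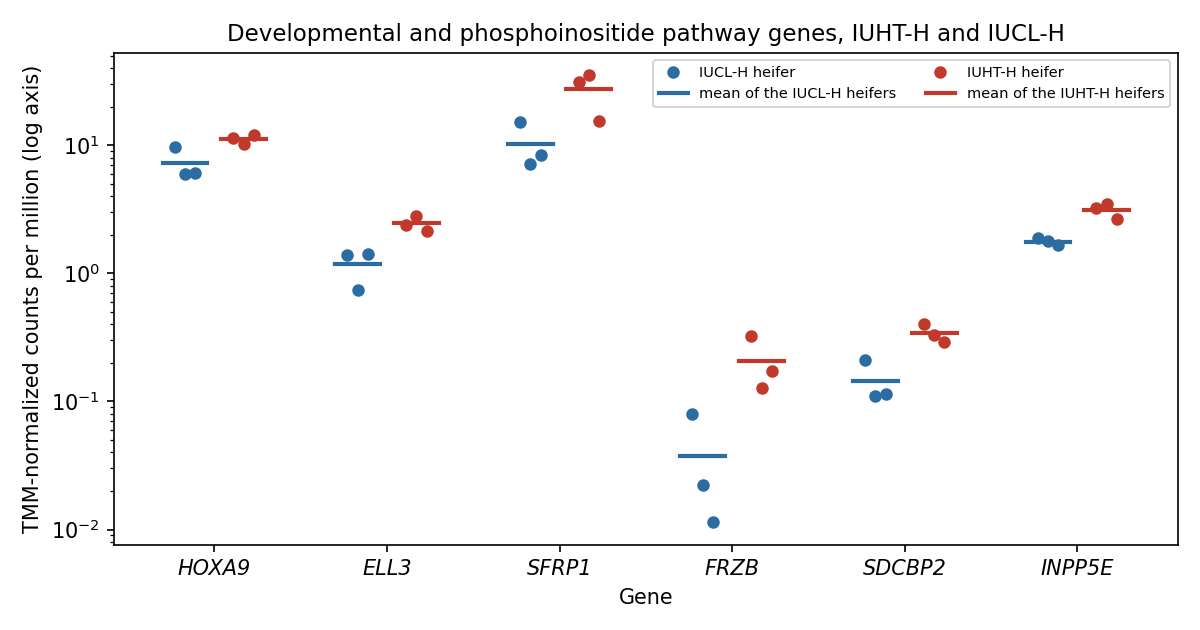
TMM-normalized CPM on a log axis for 6 developmental and phosphoinositide pathway genes (horizontal axis), with 1 point per heifer in blue for the 3 IUCL-H and in red for the 3 IUHT-H, and a line at each mean. The red points lie above the blue points for every gene, by the widest gap on the log axis in FRZB, the gene with the fewest counts.

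The paper sets the upregulation of these genes next to the histology of the same gland. It takes both as further support for effects of heat stress in utero on mammary development and these pathways.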

Our results suggest that changes in DNA methylation of genes involved in mammary development and milk synthesis may be associated with ultrastructural differences in the mammary gland and with differential milk production observed between IUHT-H and IUCL-H^10^.

For mammary tissue, genes involved in transcription, translation, and gene regulation were differentially methylated between IUHT-H compared to IUCL-H. DMGs with these functions included the zinc finger genes *ZNF395*, *ZC3H6*, *MZF1*, and *ZNF75D AGO2*, and tripartite motif (*TRIM*) genes (*TRIM28* and *TRIM37*). The *AGO2* gene plays a role in transcriptional and post-transcriptional gene silencing^74,75^ and *TRIM* genes regulate gene expression through a variety of mechanisms, such as recruiting transcription coregulators, histone deacetylases, and other chromatin modifiers^76,77^. Several zinc finger genes were also differentially expressed between IUHT-H and IUCL-H; one was downregulated (*ZBTB47*) and three were upregulated (*ZNF555, ZNF134, ZNF177*) in IUHT-H relative to IUCL-H.

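The downregulated zinc finger gene ZBTB47 (ENSBTAG00000017365) had 12.3 ± 1.13 CPM in IUHT-H and 17.1 ± 1.07 CPM in IUCL-H (SD, n = 3 per group), and its log2 fold change was -0.47 (standard error 0.12, P-value of 0.0038 in edgeR's quasi-likelihood test). Among the upregulated genes, ZNF134 had 3.37 ± 0.41 and 1.88 ± 0.53 CPM (log2 fold change 0.84, P-value of 0.0079), ZNF555 had 1.96 ± 0.236 and 1.12 ± 0.233 CPM (0.81, P-value of 0.0098), and ZNF177 had 5.05 ± 0.489 and 2.99 ± 0.923 CPM (0.76, P-value of 0.014) in IUHT-H and IUCL-H, respectively (mean ± SD over 3 heifers). The standard error of each of these 3 log2 fold changes was 0.24. No IUHT-H value overlapped an IUCL-H value in any of the 4 genes, but their adjusted p-values were all 1 in edgeR's quasi-likelihood test. Without TMM normalization, by library size only, the change in ZBTB47 shrank to -0.33 with a P-value of 0.17.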

Although immune function was not a term significantly enriched in our DMG dataset for mammary tissue, many of the identified DEGs are involved in immune related functions (*immune system process, immunoglobulin production, antigen processing and presentation*, *etc*). 

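Among the immune-related genes, JCHAIN (ENSBTAG00000018531), which encodes the joining chain of immunoglobulins, was the most abundant of the upregulated genes. It had 142.3, 223.4 and 81 CPM in IUHT-H 9196, 9203 and 9204 against 37.9, 36.7 and 69.6 CPM in IUCL-H 9202, 9214 and 9223. The log2 fold change of JCHAIN was 1.63 (standard error 0.39, P-value of 0.0032 in edgeR's quasi-likelihood test). The haptoglobin gene HP had 5.79, 1.7 and 0.507 CPM in the IUHT-H in the same order, so the highest IUHT-H value was more than 10 times the lowest, against 0.365 to 0.753 CPM in IUCL-H. Its log2 fold change was 2.35 (standard error 0.78, P-value of 0.017). The chemokine gene GRO1 had 1.99, 6.16 and 0.551 CPM in the 3 IUHT-H and 0.319 to 0.904 CPM in IUCL-H, a log2 fold change of 2.22 (standard error 0.78, P-value of 0.022). BLA-DQB had 31.8, 12.8 and 42.2 CPM in the 3 IUHT-H and 10.8 to 16.3 CPM in IUCL-H, a log2 fold change of 1.11 (standard error 0.38, P-value of 0.021). In HP, GRO1 and BLA-DQB, at least 1 IUHT-H value lay within the IUCL-H range. The beta-defensin gene DEFB had 6 to 41 counts in IUHT-H and 3 to 8 in IUCL-H and did not pass the filter on low counts; in a fit with every gene that had at least 1 count, its log2 fold change was 2.08 (standard error 0.67, P-value of 0.012). Of the downregulated genes, BOLA (ENSBTAG00000022590) had 18.4 ± 5.24 CPM in IUHT-H and 101.4 ± 16 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of -2.46 (standard error 0.23, adjusted p = 0.077 from edgeR's quasi-likelihood test). BOLA-DQB had 0, 0 and 1 counts in IUHT-H 9196, 9203 and 9204 and 11, 14 and 9 counts in the 3 IUCL-H. It did not pass the filter either, and in the fit with every gene its log2 fold change was -4.51 (standard error 1). BLA-DQB, BOLA-DQB and BOLA have close relatives in the bovine leukocyte antigen complex whose reads could have been split between genes, which makes their counts uncertain. Without IUHT-H 9196, the log2 fold change of HP fell to 1.08, and without IUHT-H 9203 that of GRO1 fell to 1.03. The paper relates these changes to immune deficits and raised acute phase proteins in cattle heat stressed in utero.

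**Figure D3:**
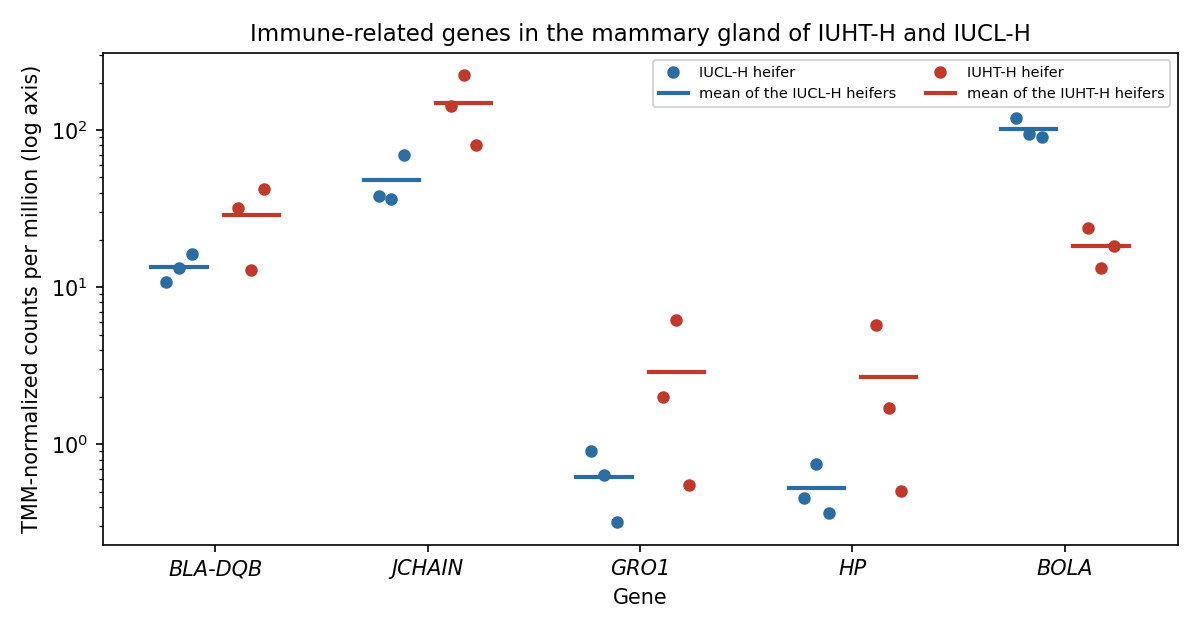
TMM-normalized CPM on a log axis for the 5 immune-related genes that passed the filter (horizontal axis), with 1 point per heifer in blue for the 3 IUCL-H and in red for the 3 IUHT-H, and a line at each mean. The points of JCHAIN and BOLA do not overlap between the groups, whereas 1 red point lies among the blue points in BLA-DQB, GRO1 and HP.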

Most DEGs in these pathways were upregulated (*BLA-DQB, JCHAIN, DEFB, GRO1, HP*) in the mammary glands of IUHT-H compared to IUCL-H, although a couple were downregulated (*BOLA-DQB*, *BOLA*). These results are in concordance with immune deficits and elevated acute phase protein production observed among in utero heat stressed cattle^26,45,78^, but suggest that DNA methylation is not contributing substantially to regulation of immune-related genes in the mammary gland.

Fifty genes were differentially methylated between IUHT-B and IUCL-B liver and also between IUHT-H and IUCL-H mammary gland. Among these were the DNA repair gene, *WRN*, and two genes encoding mitochondrial proteins, *IMMP2L* and *C14orf2*, important for oxidative defense and ATP synthesis, respectively^79,80^. Furthermore, *ZNF395*, *MED1*, and the developmentally important homeobox gene, *CUX1*, were differentially methylated in both liver and mammary tissue. In both the heifer and bull calf, genes in the notch signaling pathway were differentially methylated (heifer: *DTX2, DTX3*; bull calf: *Notch3, Notch4*), which is involved in cell differentiation and development of both liver and mammary gland^81,82^. Twenty differentially methylated genes shared between bull calf liver and heifer mammary gland were rRNA genes (5S rDNA and 5.8S rDNA). Bull calf liver had more DMCs associated with rDNA and the majority were hypermethylated in IUHT-B relative to IUCL-B. Expression of rDNA is regulated in part by CpG methylation; hypomethlyation of CpGs is associated with gene activation whereas transcriptionally silent genes are hypermethylated^83,84^. However, there can be hundreds of copies of rRNA genes across the genome, only a fraction of which are actively transcribed^85,86^. How methylation changes in a few copies of rRNA genes, as seen in the present study, impact rRNA transcription, ribosome biogenesis, and ultimately polypeptide formation is unclear. Thus, there are common patterns of DNA methylation changes induced by heat stress regardless of animal sex, age, or tissue type that may affect fundamental processes including cellular repair, oxidative defense, energy metabolism, and development.

DMGs in the present study consisted of a few to only 1 DMC, and those DMCs appeared to be associated with phenotype and function. Likewise, several studies have linked methylation changes at just one or two CpG sites with transcription activity and phenotype^87–90^. For instance, degenerate bovine embryos that failed to develop from the morula to the blastocyst stage had a higher level of methylation at a single CpG site upstream of the imprinted *PHLDA2* gene relative to embryos that reached the blastocyst stage, which was associated with upregulation of *PHLDA2*^88^. In another study, methylation of one specific CpG site within a 400 bp region of the oxytocin receptor gene (*Oxtr*) promoter inhibited transcription in an immortalized hypothalamic cell line^91^. A study on the role of epigenetics in developmental programming reported differences in methylation levels at specific CpG sites within the hippocampal glucocorticoid receptor (GR) gene between offspring reared by mothers with disparate maternal care behaviors^87^. Changes in methylation were associated with differences in histone H3-K9 acetylation and transcription factor binding to the *GR* promoter, with consequences for gene expression and offspring stress response^87^. These studies indicate that methylation patterns of one or a few critical CpG sites can drive changes in gene expression that can impact phenotype.

Although the general biological functions of differentially methylated genes and differentially expressed genes were similar in the present study, we found weak correlations between differential methylation and gene expression. 

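Of the 135 differentially methylated genes of the mammary gland, 81 passed the filter on low counts in the RNA sequencing of 3 IUHT-H and 3 IUCL-H. Their log2 fold changes ranged from -0.69 to 2.11, and 3 of the 81 had a P-value below 0.05 in edgeR's quasi-likelihood test. The expression of the differentially methylated signaling genes PRKG1 and PLCB1 was nearly the same in both groups, with log2 fold changes of -0.05 (standard error 0.32) and 0.05 (standard error 0.21). The same held for TRIM28, with 74.6 ± 3.9 CPM in IUHT-H and 73 ± 5 CPM in IUCL-H (SD, n = 3 per group), and for TRIM37, with 5.91 ± 0.541 and 5.58 ± 0.987 CPM. With 1 value per gene in place of 1 per DMC, the correlation between the direction of methylation and the log2 fold change was -0.08 (permutation test over genes, P = 0.5), against -0.16 across DMCs. From correlations of this size, the paper concludes that methylation and expression were weakly related in this tissue.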

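Both genes were compared between 3 IUHT-H and 3 IUCL-H. TCIRG1 (ENSBTAG00000000292), with 1 hypermethylated DMC downstream of the gene, had 61.9 ± 7.37 CPM in IUHT-H and 99.5 ± 32.8 CPM in IUCL-H (SD, n = 3 per group). Its log2 fold change was -0.69 (standard error 0.23), with a P-value of 0.019 in edgeR's quasi-likelihood test and of 0.0075 in the exact test. The IUHT-H value of heifer 9203 (70.3 CPM) was above the lowest IUCL-H value (68.7 CPM in heifer 9202). The unnamed gene ENSBTAG00000046161, with 1 hypermethylated DMC upstream, had 2.49, 3.3 and 0.841 CPM in IUHT-H 9196, 9203 and 9204 and 0.417, 0.775 and 0.342 CPM in IUCL-H 9202, 9214 and 9223. Its log2 fold change was 2.11 (standard error 0.53), with a P-value of 0.004 in the quasi-likelihood test. Neither passed adjustment for multiple tests. At P ≤ 0.01 in the quasi-likelihood test, ENSBTAG00000046161 was the 1 gene of the 81 tested that was both differentially methylated and differentially expressed, where 0.35 genes would be shared by chance (Fisher's exact test, P = 0.29). In the likelihood ratio test both genes were shared (Fisher's exact test, P = 0.13).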

Only two genes were both differentially methylated and differentially expressed, one of which is a novel bovine gene and another, *TCIRG1*, which is involved in adaptive immunity as a T cell regulator^92^. The precise regulatory role of DNA methylation in transcription is a current subject of debate. Methylation was originally considered to be transcriptionally repressive, particularly when occurring in promoter and enhancer regions, however the role of methylation in modulating transcription has proven to be substantially more complex^29,93^. For example, methylation of CpG rich promoters, which includes the majority of gene promoters, inhibits expression due to the binding of methylation-sensitive binding proteins and transcriptional repressors^94,95^. However, CpG poor promoters are often methylated irrespective of transcription activity^96–98^. It has also been noted that transcribed genes generally appear to be hypermethylated within the gene body^96,99,100^. 

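Over the gene body, r between the direction of methylation and the log2 fold change was -0.12 across 47 DMCs of 33 genes (permutation test over genes, P = 0.47). The mean log2 fold change was 0.08 at the 29 hypomethylated and 0.04 at the 18 hypermethylated DMCs. When each heifer was left out in turn, r ranged from -0.27 to 0.03. With the 6 intronic DMCs of ENSBTAG00000047264 added, a choice made after the data were seen, r was -0.28 (permutation test, P = 0.086). The paper offers the variability of gene expression relative to methylation as a possible reason for the negative sign.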

The slight negative correlation between differential methylation of cytosines in the gene bodies and differential gene expression in our study seemingly contradicts these reports, but may be explained by the variability of gene expression relative to DNA methylation. According to common dogma, DNA methylation may be relatively stable throughout life, whereas patterns of gene expression vary drastically^31^. Thus, performing RNA sequencing at a particular time point provides a single snapshot of gene expression that may not necessarily correlate with DNA methylation patterns at that time. It is also possible that heat-induced changes in DNA methylation may not play a significant regulatory role in gene expression. Rather, heat stress may alter gene expression through other epigenetic modifications, such as histone modifications, chromatin remodeling, or microRNAs.

## Conclusions

Despite a few limitations of our study, including the 2-year interval between fetal exposure to heat stress and mammary tissue collection and the high culling rate of in utero heat stressed heifers which limited our pool of eligible biological replicates, we identified a substantial number of DMGs and DEGs between in utero heat stressed and cooled cattle. Those were involved in functions ranging from development, transcription regulation, and immunity to cell signaling, ATP synthesis, and oxidative defense. Dysregulation of these pathways may be associated with the observed morphological differences in the liver and mammary gland between in utero heat stressed and in utero cooled cattle and might contribute to the higher postnatal morbidity and reduced lactation performance of in utero heat stressed animals. A common pattern of DMGs between bull calf liver and heifer mammary gland was discovered despite obvious disparities in sex, tissue type, and age, suggesting that in utero heat stress may program different organs in a similar manner. Future studies evaluating the protein expression of DMGs and DEGs will provide further insight into the functional relevance of our findings.

## Materials and Methods

### Animals and experimental design

Trials were conducted at the University of Florida Dairy Unit (Hague, FL) in the summer months of 2014–2016 on a herd of Holstein cows. In 2014 and 2015, multiparous pregnant cows were dried off 46 days prior to expected calving date and randomly assigned to one of two groups; cooled (CL) and heat stressed (HT), based on mature equivalent milk production in the previous lactation. The CL and HT dams were housed on similar sized adjacent pens of the same shaded, sand-bedded, free-stall barn, but the cooled pen was equipped with fans and water soakers whereas the heat stressed pen lacked active cooling. Thus, the heat stressed group was exposed to the ambient environment with no heat abatement whereas the cooled group was exposed to the ambient environment but also provided heat abatement through fans and water soakers to facilitate evaporative cooling. In the cooled pen, fans ran continuously and water soakers turned on for 1.5 min in 6 min intervals when ambient temperature rose above 21.1 °C. The temperature humidity index (THI, Dikmen *et al*.^101^) of both sides of the barn was above 70 for the duration of the experiments in both 2014 and 2015^6^. Elevated respiration rate and rectal temperature are physiological indicators of heat stress in dairy cattle and other animals and were therefore used to assess treatment effectiveness^6,102,103^. Respiration rate (at 1400 h) and rectal temperature (at 1430 h) were recorded 3 times per week. Respiration rate was measured by counting the number of flank movements in one minute. Respiration rate and rectal temperature were significantly lower for CL relative to HT dams, confirming heat stress abatement in the cooled group and heat stress in the heat stressed group^6,102^.

Ten bull calves (n = 7 born in 2014, n = 3 born in 2015) and 7 heifers (all born in 2014) gestated by CL or HT dams were used for this study. These calves were exposed to the maternal treatment through the intrauterine environment during the last 6–7 weeks (~46 days) of fetal development. Thus calves belonged to one of four groups; in utero heat stressed heifers (IUHT-H, n = 3), in utero cooled heifers (IUCL-H, n = 4), in utero heat stressed bulls (IUHT-B, n = 5), and in utero cooled bulls (IUCL-B, n = 5). Bull calves were sacrificed by captive bolt stunning and exsanguination within 4 hours of birth, prior to first colostrum feeding. Heifers born in 2014 remained in the herd and were housed together as a group through their first lactation in summer 2016. The heifers all experienced the same environmental conditions and the same management regime, including separation from the dam at birth, routine vaccinations, and diet. Animal studies were approved by the Institutional Animal Care and Use Committee at the University of Florida (#201408505 and #201609371), and all experiments were conducted in accordance with their rules and regulations.

### Liver and mammary gland collection

Liver tissue was harvested from bull calves immediately after sacrifice, snap frozen in liquid nitrogen, and stored at −80 °C until methylation sequencing. Mammary gland biopsies were collected from heifers on day 21 of lactation, coinciding with the rising milk yield phase of the lactation cycle. Biopsies were performed using a stainless steel biopsy tool attached to a drill following the method described by^104^, with modifications by our group^18^. Mammary tissue was snap frozen in liquid nitrogen and stored at −80 °C until methylation sequencing. An additional 5 mm piece of liver and mammary tissue was placed in tissue cassettes overnight at 4 °C in 4% paraformaldehyde, subsequently rinsed in a graded series of ethanol, and paraffin embedded. Tissues were sectioned at 5 μm onto slides coated with poly-L-lysine and stained with hematoxylin and eosin to visualize morphology.

### Quantification of histological sections

Three images per tissue section were photographed with an EVOS XL Core imaging system (Advanced Microscopy Group, Bothell, WA) using a 20X or 40X objective (total tissue area was 573,573.619 μm^2^ and 95,908.32 μm^2^, respectively). The number of alveoli in mammary tissue (at 20X) and the number of cells in liver tissue (at 40X) were quantified for each tissue image using the Point Picker plugin (Biomedical Imaging Group, Swiss Federal Institute of Technology Lausanne, Lausanne, Switzerland) for Image J software (National Institutes of Health, Bethesda, MD). Alveoli were discriminated from other structures by their rounded hollow lumen enclosed by a single layer of mammary epithelial cells. Alveoli area (at 20X) was quantified using the free-hand drawing tool in Image J and expressed as μm^2^. Mammary ducts were not included in alveoli counts and area measurements. Differences between IUHT and IUCL groups were analyzed by two-tailed unpaired T-tests using SAS v. 9.4 (SAS Institute, Cary, NC). Heifers and bulls were analyzed separately. P-values < 0.05 were considered statistically significant. Data are presented as the mean ± standard error of the mean (SEM).

### DNA isolation and methylation sequencing

DNA was isolated from 50 mg of liver and mammary tissue with the FitAmp^TM^ General Tissue Section DNA Isolation Kit (Epigentek, P-1003). DNA methylation was analyzed by double restriction enzyme reduced representation bisulfite sequencing (RRBS). RRBS provides methylation resolution at the single nucleotide level from a subset of the genome^105^. Despite low genome coverage, on average 2%^106,107^, RRBS enriches for CpG rich areas, including the majority of CpG islands and gene promoters and to a lesser extent introns, exons, CpG shores, and CpG shelves^106^. Thus, RRBS is a powerful method that is broadly used for the assessment of DNA methylation patterns.

First, DNA was digested with MspI restriction enzyme for 2 hrs at 37 °C followed by digestion with Taq^α^I restriction endonuclease at 65 °C. DNA fragments < 300 bp were selected and used for bisulfite treatment with the Methylamp DNA Conversion Kit (Epigentek, P-1001). Conversion efficiency was determined by rtPCR using two primer pairs; the first for β-actin against bisulfite converted DNA and the second for GAPDH against unconverted DNA. The same bisulfite converted DNA sample was run with both primer pairs. DNA was >98% converted. Standard lllumina sequencing adaptors were ligated onto the bisulfite treated DNA fragments using a random probing method. Library amplification was achieved using indexed primers and analyzed on a Bioanalyzer and with a KAPA Library Quantification Kit according to the manufacturer’s protocol (KapaBiosystems, MA, USA). Purified DNA (15 nM of sample) libraries were sequenced using the Illumina HiSeq. 4000 system, generating 50 bp single-end reads. Reads from one bull calf (IUHT-B) could not be aligned to the reference genome and was therefore excluded from further analysis. RRBS data can be accessed by NCBI GEO with accession number GSE119445.

### Bioinformatics analysis

Quality control of the Illumina raw reads was performed using FastQC software (version 0.11.2, Babraham Bioinformatics, UK). Low quality base removal and adapter trimming was carried out using Trim Galore (version 0.2.7, Babraham Bioinformatics, UK) in the RRBS-specific mode. A Sanger Phred score of 20 was used as the cut-off criterion for removal of low quality reads. The 3′ Illumina adapter was trimmed and any reads shorter than 20 bp were removed. Trimmed reads were mapped to the bovine genome assembly UMD3.1.1 using Bismark software (version 0.16.1, Babraham Bioinformatics, UK), which utilizes the Bowtie short read aligner^108^. The options –n 1 and pbat were selected, which permits up to one mismatch in the seed region and indicates the sequencing library was constructed following a post-bisulfite (PBAT) protocol, respectively. Methylation information was extracted using the Bismark methylation extractor (version 0.16.1, Babraham Bioinformatics, UK) at the base resolution. The ignore 6 option was selected to ignore the first 6 bp of each read to reduce methylation bias typically observed in PBAT libraries. A minimum read coverage of 5 and minimum quality score of 20 at each base position was applied. Sequencing read counts and levels of methylation were calculated with the methylKit package in R. Only cytosines with more than 10 reads were analyzed further. Differentially methylated cytosines (**DMCs**) between IUHT-H and IUCL-H and between IUHT-B and IUCL-B were identified via logistic regression with a cut-off value of 15% methylation difference and a *q*-value < 0.2. DMCs that had a lower level of methylation in the IUHT groups relative to the IUCL groups were considered to be hypomethylated. Conversely, DMCs that had a higher level methylation in the IUHT groups relative to the IUCL groups were considered to be hypermethylated. Principal component analysis was used to distinguish groups based on intra- and inter-group variability in methylation levels. Differentially methylated genes (**DMGs**) have at least 1 differentially methylated cytosine. Pathways, biological processes, and molecular functions of DMGs were identified using Kyoto Encyclopedia for Genes and Genomes (KEGG) database, Medical Subject Headings (MeSH) database, and Gene Ontology database (Gene Ontology Consortium).

### RNA isolation and RNA-sequencing

In order to explore regulation of gene expression by DNA methylation we conducted correlations between differential methylation at the cytosine level and differential gene expression using the mammary gland tissue. A portion of the mammary biopsies from all IUHT-H and IUCL-H were stored at −80 °C in RNALater until RNA extraction for RNA sequencing. Briefly, RNA was extracted from mammary tissue using the RNeasy Plus Universal Mini Kit (Qiagen, Valencia, CA) and RNA concentration was determined using a NanoDrop instrument (ND-2000, ThermoFisher Scientific, Waltham, MA). RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA). RNA with 28S/18S > 1 and an RNA integrity number ≥7 were used for library construction. RNA-Seq library was constructed using NEBNext® Ultra™ RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) following manufacturer’s recommendations. Libraries were sequenced on the Illumina HiSeq. 3000 platform generating 100 paired-end reads.

Quality control of sequencing reads was conducted using FastQC software. Tophat (v2.0.13) software was used to map reads to the bovine reference genome (bosTau7). Identification of differentially expressed genes (DEGs) was accomplished using the R package edgeR (v.3.4.2), using a *P*-value cut-off of 0.01. Gene set enrichment analysis for differentially expressed genes was performed in R using the Gene Ontology database (Gene Ontology Consortium). Relationships between differentially expressed genes and differentially methylated cytosines associated with those genes were analyzed through Pearson correlation in R software. Separate correlations were run for the overall DMCs and a subset of the DMCs based on genomic location (upstream, downstream, and gene body) to determine if DMCs associated with particular genomic regions have different influences on gene expression. RNA-seq data can be accessed by NCBI GEO with the accession number GSE119216.

## Electronic supplementary material

Supplementary Information

Table 1

Table 2

Table 3

Table 4

Table 5

# Supplementary material for: In Utero Heat Stress Alters the Offspring Epigenome
**Source:** Sci Rep. 2018 Oct 2;8:14609. doi: 10.1038/s41598-018-32975-1
**Supplement:** Supplementary file 1 — Supplementary Information

***Supplementary Information***

**In Utero Heat Stress Alters the Offspring Epigenome**

**A. L. Skibiel, F. Peñagaricano, R. Amorín, B. M. Ahmed, G. E. Dahl^*^, J. Laporta^*^**

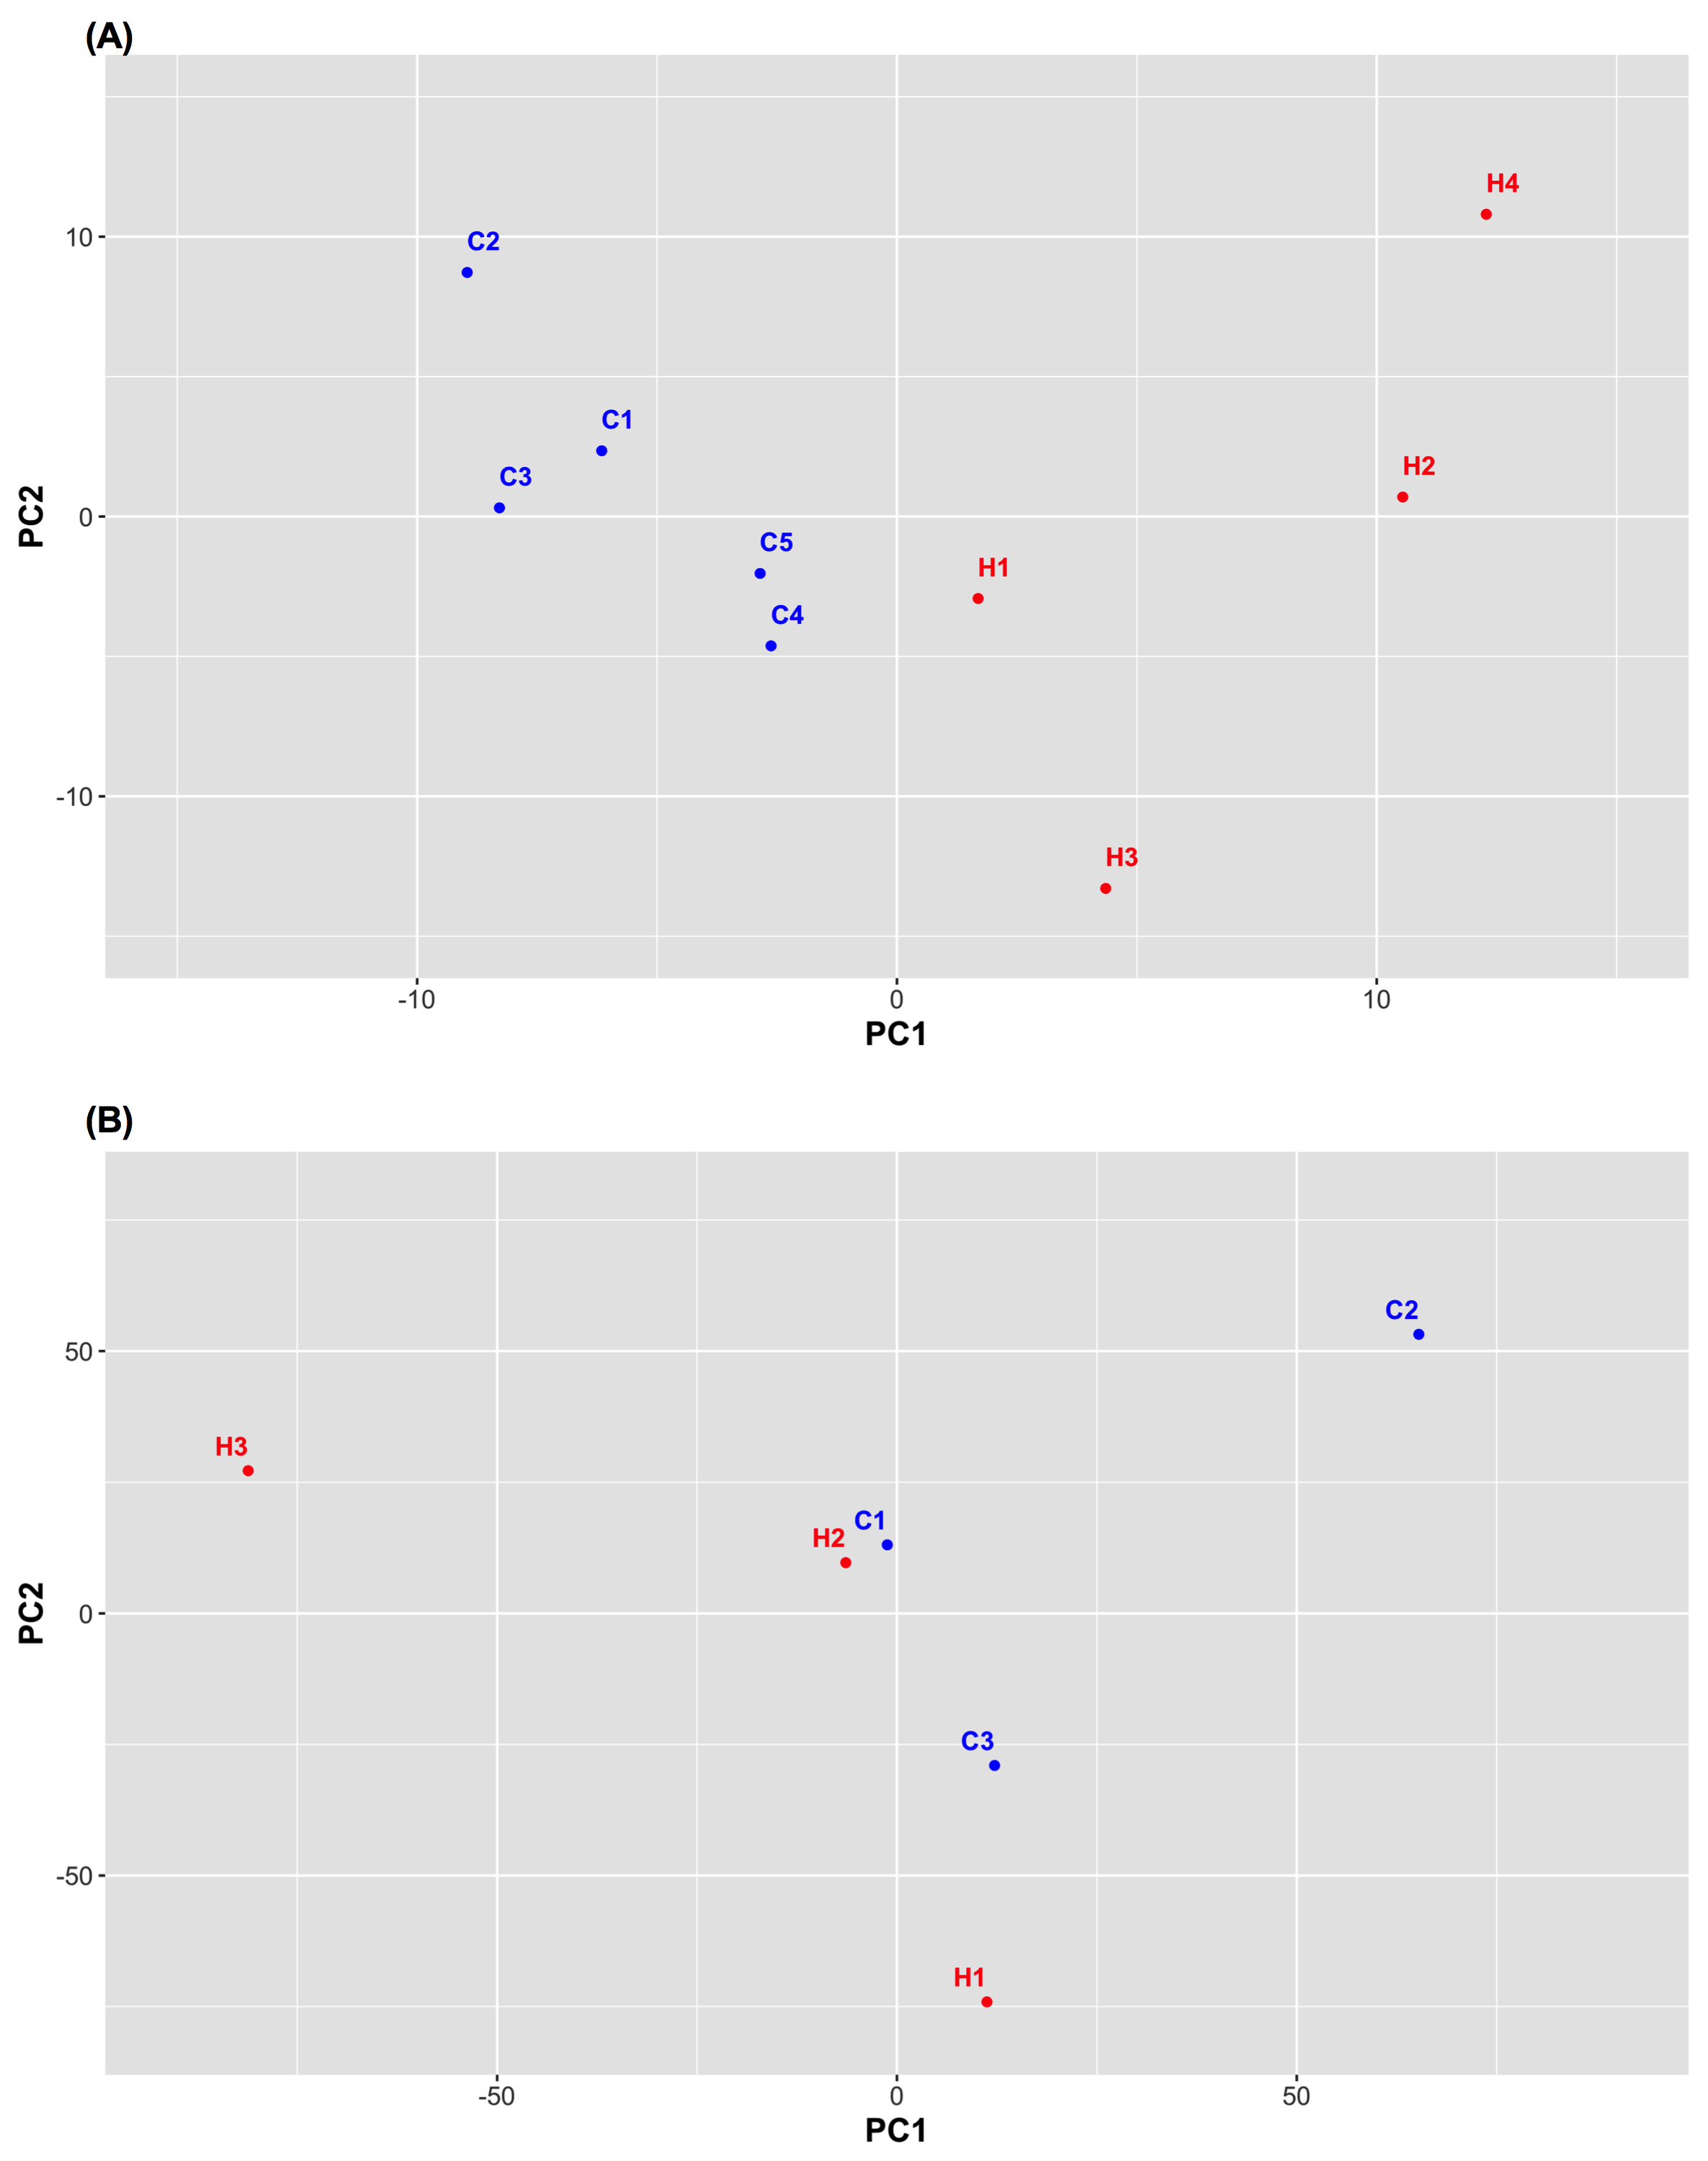

**Supplementary Figure 1.** Principle components analysis of differentially methylated cytosines between in utero heat stressed and in utero cooled cattle. (A) Bull calf liver; (B) Heifer mammary gland. Bull calves and heifers were born to dams that were heat stressed (access to shade only) or cooled (access to shade, fans, and water soakers) during late gestation (approximately 46 days). Data points correspond to individuals; C denotes in utero cooled animals whereas H denotes in utero heat stressed animals.

**Supplementary Table 1.** Chromosomal location and methylation information for differentially methylated cytosines in bull calf liver and heifer mammary DNA.

**Supplementary Table 2.** Genomic location and methylation information for differentially methylated cytosines in bull calf liver and heifer mammary DNA.

**Supplementary Table 3.** Differentially methylated genes common to bull calf liver and heifer mammary gland.

**Supplementary Table 4.** Differentially expressed genes in the mammary gland of in utero heat stressed (IUHT-H) versus in utero cooled heifers (IUCL-H)

**Supplementary Table 5.** Pathways, biological functions, and molecular processes of differentially expressed genes in the mammary gland of in utero heat stressed (IUHT-H) versus in utero cooled heifers (IUCL-H).

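Supplementary Table 5 groups the DEGs by Gene Ontology terms and gives the number of DEGs under each term. The terms were found in the paper by gene set enrichment, which asks whether a term holds more DEGs than its share of all genes, so both the list of DEGs and the set of genes it is compared with enter the result. The DEGs are those of Supplementary Table S4, of which 75 are upregulated and 42 downregulated in IUHT-H. In the counts of 3 IUHT-H and 3 IUCL-H analysed here, 106 of these 117 genes passed the filter on low counts and entered the comparison over 14724 genes. The terms themselves were not recomputed, because no Gene Ontology annotation is in the files analysed here.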

How the deposited data were processed for this re-analysis (not part of the article)

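RNA sequencing counts of mammary biopsies from 3 IUHT-H (heifers 9196, 9203 and 9204) and 3 IUCL-H (heifers 9202, 9214 and 9223), taken at 21 days into the first lactation, were analysed. The paper gives 4 IUCL-H, and the fourth is not in the files analysed here. The close match of the log2 fold changes to Supplementary Table S4 argues against its having entered the fit behind that table. The methylation data of mammary gland and liver and the histology were not analysed here, because the files hold no values for them.

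The authors mapped the reads with Tophat to the bovine genome assembly bosTau7 and deposited a whole-number count of reads per gene for each heifer, for 24579 genes with Ensembl identifiers. The deposited counts are not normalized and not filtered. The program and the annotation used for counting are not stated. The total counts were between 75754791 and 84969285 in IUHT-H and between 91696849 and 101361294 in IUCL-H, so that 3 counts correspond to 0.03 to 0.04 CPM (counts scaled by library size). No reference genome or annotation was used here, so gene names were taken from Supplementary Tables S2 and S4, genes are given without coordinates, and GC content and gene length could not be examined.

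From these counts, genes with too few counts were removed with the filterByExpr function of edgeR (version 4.0.16, R 4.3.3), which kept 14724 genes. Library sizes were scaled by the TMM method. IUHT-H and IUCL-H were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) over all 6 heifers without covariates. Genes at P ≤ 0.01, the paper's cut-off, were counted as DEGs, and p-values were also adjusted by the Benjamini-Hochberg method over all genes tested. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. CPM values are TMM-normalized and given as mean ± SD over 3 heifers or per heifer. Genes that the filter removed but that the paper names were taken from a fit with every gene that had at least 1 count.

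Apart from 5 genes, the genes named in the text followed a rule written before the processed files arrived. The genes of the rule are the genes the paper names as up- or downregulated, the genes the paper lists as both differentially methylated and differentially expressed, the differentially methylated genes PRKG1, PLCB1, TRIM28 and TRIM37, any gene with an adjusted p-value below 0.05 (there was none), and the 5 upregulated and 5 downregulated genes with the largest change among those at P ≤ 0.01 with no overlap between the groups and a mean of at least 1 CPM in one group. The 5 genes outside the rule were picked after the results were seen and are not among the named genes for which the alternatives were computed. They are the non-coding RNA RF00282, the unnamed genes ENSBTAG00000047700 (the most abundant of its set) and ENSBTAG00000037605 (the largest change of its set), ENSBTAG00000047264 (the most DMCs) and ENSBTAG00000002854 (past the cut-off but not in Supplementary Table S4).

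The differentially methylated genes were those of the mammary gland in Supplementary Table S2. Each DMC was given the value 1 (hypermethylated) or -1 (hypomethylated), and Pearson's r with the log2 fold change of its gene was computed over all DMCs and over genes with DMCs in the gene body only, upstream only or downstream only. P-values came from 100000 permutations of the log2 fold changes among genes, with the DMCs of a gene moved together. The overlap of differentially methylated and differentially expressed genes was compared with Fisher's exact test over the genes tested.

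The scripts were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by a factor of 4. At the paper's cut-off, the quasi-likelihood test recovered 94.5% of these genes with the right direction, and 7.2% of the genes with an adjusted p-value below 0.05 were false. The shares of false genes were 15.7% for the exact test, 17.5% for the likelihood ratio test and 19.7% for DESeq2 (version 1.42.0). The simulated genes varied independently of each other, whereas the real heifers shared variation across many genes. The real changes were often smaller, with median log2 fold changes of 1.42 among upregulated and -0.79 among downregulated genes at the cut-off. These shares therefore do not carry over to the real heifers.

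The alternatives set before the processed files arrived were edgeR's exact test, its likelihood ratio test, DESeq2, a robust quasi-likelihood fit, RLE size factors, scaling by library size only, filters that keep every gene with at least 1 count, genes with more than 1 CPM in at least 3 heifers or genes with at least 10 counts in every heifer, leaving out the 10 genes with the most counts, and leaving out each heifer in turn. The number of expressed genes was also counted with at least 1 count in every heifer or in at least 3 heifers. The correlations were also computed with 1 value per gene, with Spearman's coefficient and without the gene with the most DMCs. Added after the files arrived were counts thinned at random to the smallest total, the share of the 10 largest genes as a covariate, and the DMCs of ENSBTAG00000047264 divided between locations as in Supplementary Table S3. All 10 splits of the 6 heifers into 3 and 3 were also compared.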

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

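One gene was past the paper's cut-off in the quasi-likelihood test without being listed in Supplementary Table S4. ENSBTAG00000002854 had 59.6 ± 6.06 CPM in IUHT-H and 80 ± 5.4 CPM in IUCL-H (SD, n = 3 per group), a log2 fold change of -0.42 (standard error 0.13, adjusted p = 1 from edgeR's quasi-likelihood test), lower in all 3 IUHT-H than in any IUCL-H. Its P-value of 0.0097 is just under the cut-off of 0.01. A list of 63 genes at this cut-off is not larger than what most other groupings of the heifers give. Of the 10 splits of the 6 heifers into 3 and 3, the treatment included, 9 had at least as many. A gene at the edge of the list therefore cannot be told apart from variation between heifers. The IUCL-H totals were 1.21 times the IUHT-H totals by their medians and did not overlap. Such a difference may act in the same direction as the treatment. Thinning every heifer to the smallest total still gave 56 genes past the paper's cut-off. GC content, gene length and library batches could not be examined, and no biological explanation was tested.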

How the results depend on the processing

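The choices named here were made before the processed files arrived unless stated otherwise. Of the 12 headline results, the number of expressed genes was unchanged by every alternative (within 1.5 times of 14724 genes). Leaving out the 10 genes with the most counts, RLE size factors and the robust fit changed no headline result.

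The test changed the numbers of genes but none of the 4 correlations. The correlations use only log2 fold changes, which hardly differ between the tests, so their stability carries no information about the tests. In place of 63 genes at P ≤ 0.01 (42 upregulated, 21 downregulated, 0 with an adjusted p-value below 0.05), the exact test gave 107 (70 upregulated, 37 downregulated, 9 adjusted), the likelihood ratio test 112 (75, 37 and 11) and DESeq2 124 (78, 46 and 16). Genes of Supplementary Table S4 at P ≤ 0.01 rose from 62 to 104 with the exact test and 106 with the likelihood ratio test. With DESeq2 they rose to 90, a smaller part of its 124 genes. Genes both differentially methylated and differentially expressed rose from 1 to 2 in all 3 tests. Of these tests, only the quasi-likelihood test allows for the uncertainty of each gene's dispersion, which is large with 3 heifers per group.

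Scaling by library size only reduced the downregulated genes to 8; it leaves the share taken by the largest genes uncorrected. With every gene that had at least 1 count, 1 gene had an adjusted p-value below 0.05. The filter of more than 1 CPM in at least 3 heifers gave 25 upregulated genes, 67 genes of Supplementary Table S4 with the table's direction (fewer of them are tested) and 0 shared genes. It reversed r upstream from 0.16 to -0.07, and the filter of at least 10 counts in every heifer reversed r over all DMCs from -0.16 to 0.02. Both filters remove genes with few counts, ENSBTAG00000047264 among them, which is not in the upstream set. The filter of more than 1 CPM also removes ENSBTAG00000046161, whose upstream DMC is hypermethylated and whose log2 fold change was 2.11. Leaving out ENSBTAG00000047264 alone moved r over all DMCs to -0.04, closer to no correlation but without a change of sign. With the filter of more than 1 CPM, r over all DMCs was -0.15. That filter removes other genes too, so it does not isolate the loss of ENSBTAG00000047264.

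Across the 6 fits that each left out 1 heifer, the genes past the paper's cut-off ranged from 38 to 246, upregulated from 17 to 144, downregulated from 20 to 106, those with an adjusted p-value below 0.05 from 0 to 3, the genes of Supplementary Table S4 at P ≤ 0.01 from 23 to 61, the shared genes from 0 to 2, r in the gene body from -0.27 to 0.03 and r downstream from -0.25 to 0.02. The value was 0.03 in the gene body without IUHT-H 9203 and 0.02 downstream without IUHT-H 9204. The highest numbers came without IUCL-H 9202 (246) or IUHT-H 9204 (225).

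Among the 35 named genes, 544 alternative values were computed: 420 kept direction and side of the cut-off, 74 no longer passed it, 41 newly passed it and 9 reversed. The reversals were all in genes with a log2 fold change near 0. PRKG1 (-0.05) reversed to 0.12 with library size only. When each heifer was left out in turn, PRKG1 ranged from -0.37 to 0.23, PLCB1 (0.05) from -0.17 to 0.16, TRIM28 (0.03) from -0.02 to 0.07 and TRIM37 (0.08) from -0.04 to 0.22. BOLA, JSP.1, NR3C2 and CCDC184 kept direction and side of the cut-off in all 16 alternatives. BOLA-DQB did so in the 13 alternatives that tested it, although its log2 fold change moved from -4.51 to -6.52 without IUHT-H 9204.

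Of the alternatives added after the files arrived, thinning gave 56 genes past the paper's cut-off and the share of the 10 largest genes as a covariate 70. Correlating the size of each methylation difference was not run, because assigning cytosines to genes needs an annotation of the assembly. For genes with few counts, such as FRZB, RIPPLY3, DEFB and BOLA-DQB, the depth limits how well a change can be measured; none of these 4 genes passed adjustment for multiple tests, and DEFB was not past the paper's cut-off.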

Differences from the paper's values

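The quasi-likelihood test gave 63 genes at P ≤ 0.01, where the paper reports 117 DEGs. Of the alternatives set before the files arrived, the exact test (107), the likelihood ratio test (112), DESeq2 (124) and the filter keeping every gene with at least 1 count (90) came within 1.5 times of the paper's number. The robust fit (58), RLE size factors (64), library size only (44), the filters of more than 1 CPM in at least 3 heifers (43) and at least 10 counts in every heifer (57), leaving out the 10 genes with the most counts (62) and leaving out each heifer in turn (38 to 246) did not.

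The upregulated genes numbered 42, against the paper's 75 in Supplementary Table S4, and the downregulated genes 21, against the paper's 42. The same alternatives closed both gaps: the exact test (70 and 37), the likelihood ratio test (75 and 37), DESeq2 (78 and 46) and the filter keeping every gene with at least 1 count (60 and 30). None of the others did.

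One gene was both differentially methylated and at P ≤ 0.01 in the quasi-likelihood test, against the paper's 2. The exact test, the likelihood ratio test, DESeq2 and the fit without IUHT-H 9204 gave 2, and the other alternatives gave 0 or 1. The gene that the quasi-likelihood test leaves out is TCIRG1, which the paper lists as differentially expressed and which had a log2 fold change of -0.69 here, with a P-value of 0.019.

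For the 31 named genes of Supplementary Table S4, the log2 fold changes differed from the paper's in 0 cases by more than the SD between heifers. Over the 106 genes of that table that were tested, the largest difference was 0.06, close to the rounding of the paper's values. When each heifer was left out in turn, each of the 31 named genes moved further than this in at least 1 fit. HOXA9, for example, then ranged from 0.52 to 0.91. A match this close argues against the fourth IUCL-H having entered the paper's fit. The P-values of the quasi-likelihood test were larger than the paper's for all 106, with a median of 0.009 against the paper's 0.003. The median was 0.003 in the exact test and 0.0024 in the likelihood ratio test.

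The paper states that SOD2, HOXA9, SDCBP2, ZNF177, BLA-DQB, GRO1, HP and DEFB were upregulated at its cut-off. Their direction was the same here, but their P-values in the quasi-likelihood test were 0.024, 0.014, 0.016, 0.014, 0.021, 0.022, 0.017 and 0.012.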

Other observations

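The split of the heifers by maternal treatment was not the one that separated gene expression most. Each of the 10 splits of the 6 heifers into 3 and 3 was fitted in the same way. The treatment gave 63 genes past the paper's cut-off, and 9 of the 10 splits, the treatment included, gave at least as many; the other 9 splits ranged from 31 to 1311 genes with a median of 98. The result was alike for the direction with more genes (42, 9 of 10 splits as large) and with fewer (21, 9 of 10). It was also alike in the likelihood ratio test (112 genes, 9 of 10, with 1430 in the largest split). For adjusted p-values below 0.05 the treatment gave 0 genes. Every split is then as large (10 of 10), so that comparison cannot decide the question. For 7 of the 10 splits, at least 1 differentially methylated gene was past the paper's cut-off. Correlations with the direction of methylation as large as that of the treatment came from 3 of 10 splits over all DMCs, 5 in the gene body, 3 upstream and 5 downstream. With 3 heifers against 3, the share of splits cannot fall below 1 in 10, so this comparison cannot rule out an effect of the treatment, but the length of the list alone does not set the treatment apart from other groupings. The predictions for the numbers of genes at P-values under the cut-off and at adjusted p-values were written before the files arrived, and those for the other results of this paragraph after a first look at the counts but before the splits were run. A mislabelled heifer was not tested for.

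The split with 1311 genes set IUCL-H 9202, IUHT-H 9196 and IUHT-H 9203 against IUCL-H 9214, IUCL-H 9223 and IUHT-H 9204. The same heifers differ in the share of counts taken by the 10 largest genes, at 67.6%, 65.8% and 64.7% against 72.5%, 72.1% and 74.7%. The split crosses both groups, so it adds variation within each group. Of 14724 genes, 147 would pass the paper's cut-off if P-values were spread evenly, and 63 did, or 0.43%. A candidate explanation was that this axis inflates the variation within groups and hides genes. With the share of the 10 largest genes as a covariate, 70 genes were past the paper's cut-off, less than 1.5 times as many, so the covariate fit did not meet the prediction. The fits that left out 1 heifer leave the explanation open, however. The 2 heifers on the other side of the axis from the rest of their group are IUCL-H 9202 and IUHT-H 9204, and leaving them out gave 246 and 225 genes, whereas leaving out any other heifer gave 38 to 55. This was noticed after those fits had been seen. Leaving out either heifer removes variation within its group, but it also brings the axis closer to the split by treatment, so the added genes could belong to either. The predictions on the covariate and on thinning were written after a first look at the counts and before their fits were run. The cause of the axis, such as the composition of the biopsy or a batch of library preparation, was not tested, because the labels give no batch.

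Technical explanations of the list of 63 genes were compared. The totals of the groups did not overlap (ratio of medians 1.21), so a difference in library size remains possible. With every heifer thinned to the smallest total, 56 genes were past the paper's cut-off. This count alone does not show how many of the 63 genes are among them. The share of the 10 largest genes did not separate the groups. Leaving them out gave 62 genes, but TMM already allows for their share, so this fit changed little and does not rule out an effect of a few genes taking most of the counts. Scaling by library size only, which leaves the share uncorrected, gave 44 genes. GC content and gene length could not be examined without a reference.

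Whether the negative correlation between methylation and expression rests on 1 gene, a possible explanation, depended on which other genes were included. ENSBTAG00000047264 has 8 of the 117 DMCs, all hypomethylated, and a log2 fold change of 1.26 (standard error 0.82) from values of at most 0.333 CPM. Without it, r over all DMCs was -0.04 in place of -0.16. The filter of more than 1 CPM in at least 3 heifers also removes this gene, and r over the remaining 90 DMCs was -0.15. It removes other genes with few counts too, among them ENSBTAG00000046161, with 1 hypermethylated DMC and a log2 fold change of 2.11. The value under this filter therefore does not show whether the correlation rests on ENSBTAG00000047264. In the gene body, r was -0.28 (permutation test, P = 0.086) with its 6 intronic DMCs, -0.12 (P = 0.47) without it and -0.17 under that filter. The prediction for all DMCs was written after Fig. 6 and the expression of this gene had been seen, but before r was computed. The prediction for the gene body, with its limit of 0.5 times the size of r, was written after both gene body values had been seen, so it describes those values and does not test the explanation. The paper correlates the size of each methylation difference, which could not be assigned to genes here, so whether its own correlation rests on this gene remains a hypothesis. A gene with this few counts could also differ by sampling alone.

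Several of the largest changes of Supplementary Table S4 were near 0 in some heifers and high in others of the same group. A gene was counted for a set of heifers when each of them had at least 1 CPM and every other heifer had at most that value divided by 10. The set of IUHT-H 9196 and 9204 had 4 such genes and the set of IUHT-H 9203 and 9204 had 1, all in Supplementary Table S4, while the set of all 3 IUHT-H had 0. Sets that mix both groups had such genes as well, up to 3 for IUCL-H 9202 with IUHT-H 9204. Over the 15 sets of 2 heifers there were 10 such genes, and over the 20 sets of 3 there were 3. A hypothesis is that genes of this kind reflect differences between single animals (such as inherited variants) rather than the maternal treatment, and it may hold for the genes of the sets of 2 heifers. The prediction, written after the pattern was seen, was that every set of 1 or 2 heifers would have such genes and the 3 IUHT-H no more than the median; the on/off genes for the 3 IUHT-H heifers numbered 0, but 4 of 6 single heifers and 10 of 15 sets of 2 also had 0, so the test does not decide it. Reads shared between paralogs could give the same pattern in the genes of the leukocyte antigen complex and were not tested.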
